# Iron scavenging and suppression of collagen cross-linking underlie antifibrotic effects of carnosine in the heart with obesity

**DOI:** 10.3389/fphar.2023.1275388

**Published:** 2024-01-03

**Authors:** Islam A. Berdaweel, T. Blake Monroe, Amany A. Alowaisi, Jolonda C. Mahoney, I-Chau Liang, Kaitlyn A. Berns, Dylan Gao, Jared M. McLendon, Ethan J. Anderson

**Keywords:** obesity, cardiac fibrosis, lipid peroxidation, carnosine, iron chelation, carbonyl stress, collagen, extracellular matrix

## Abstract

Oral consumption of histidyl dipeptides such as l-carnosine has been suggested to promote cardiometabolic health, although therapeutic mechanisms remain incompletely understood. We recently reported that oral consumption of a carnosine analog suppressed markers of fibrosis in liver of obese mice, but whether antifibrotic effects of carnosine extend to the heart is not known, nor are the mechanisms by which carnosine is acting. Here, we investigated whether oral carnosine was able to mitigate the adverse cardiac remodeling associated with diet induced obesity in a mouse model of enhanced lipid peroxidation (i.e., glutathione peroxidase 4 deficient mice, GPx4^+/−^), a model which mimics many of the pathophysiological aspects of metabolic syndrome and T2 diabetes in humans. Wild-type (WT) and GPx4^+/−^male mice were randomly fed a standard (CNTL) or high fat high sucrose diet (HFHS) for 16 weeks. Seven weeks after starting the diet, a subset of the HFHS mice received carnosine (80 mM) in their drinking water for duration of the study. Carnosine treatment led to a moderate improvement in glycemic control in WT and GPx4^+/−^mice on HFHS diet, although insulin sensitivity was not significantly affected. Interestingly, while our transcriptomic analysis revealed that carnosine therapy had only modest impact on global gene expression in the heart, carnosine substantially upregulated cardiac GPx4 expression in both WT and GPx4^+/−^mice on HFHS diet. Carnosine also significantly reduced protein carbonyls and iron levels in myocardial tissue from both genotypes on HFHS diet. Importantly, we observed a robust antifibrotic effect of carnosine therapy in hearts from mice on HFHS diet*,* which further *in vitro* experiments suggest is due to carnosine’s ability to suppress collagen-cross-linking. Collectively, this study reveals antifibrotic potential of carnosine in the heart with obesity and illustrates key mechanisms by which it may be acting.

## 1 Introduction

Obesity and overweight are chronic metabolic disorders characterized by excessive body fat accumulation with a BMI >30 and 25 kg/m^2^, respectively. Both conditions have approached epidemic proportions globally and are established risk factors for cardiometabolic disorders such as type 2 diabetes mellitus and nonalcoholic fatty liver disease (Piché et al., 2020). “Obesity cardiomyopathy” is a unique clinical condition characterized by cardiac structural remodeling and functional abnormalities independent of any cardiovascular risk factor (e.g., hypertension, coronary artery disease) (Chockalingam, 2022) that is associated with increased risk of premature death (Adams et al., 2006).

Western dietary patterns rich in saturated fat and sucrose are strongly obesogenic and known to cause glucose intolerance, insulin resistance and associated cardiometabolic abnormalities in rodent models (Kopp, 2019). Moreover, this type of diet induces significant lipid peroxidation and protein glycation in cardiovascular tissues (Hauck et al., 2019; Świątkiewicz et al., 2023). Lipid peroxidation is an oxidative reaction between a polyunsaturated fatty acid (PUFA) and a transition metal, usually iron, which is required for its initiation and propagation. If not neutralized by antioxidants, lipid peroxides ultimately degrade into a wide variety of biogenic aldehydes (e.g., 4-hydroxynonenal, HNE, malondialdehyde, MDA) and due to their high reactivity and toxicity these reactive carbonyl species (RCS) have been implicated in the pathology of many obesity related disorders (Davì et al., 2005; Ramana et al., 2013; de Souza Bastos et al., 2016). Pathogenicity of RCS is mainly related to their irreversible modification of proteins and other macromolecules which ultimately lead to changes in cellular metabolism and signaling pathways (Marisa et al., 2012). Lipid peroxidation and its associated RCS are known to be involved in profibrotic signaling through stimulation of collagen production and activation of key mediators such as transforming growth factor β (TGF-β) and other inflammatory chemo-/cytokines (Poli and Schaur, 2000; Macdonald et al., 2001; Albano et al., 2005; Tsubouchi et al., 2019).

As the only member of the glutathione peroxidase superfamily capable of neutralizing lipid peroxides, glutathione peroxidase-4 (GPx4) is a master regulator of ferroptosis and experimental studies have shown that this selenoenzyme has important pathophysiological roles in many cardiometabolic, neurodegenerative, autoimmune diseases and malignancies (Park et al., 2019; Ursini et al., 2022; Wang et al., 2022; Xu et al., 2022). A large number of genetic epidemiological studies have linked *gpx4* variants and GPx4 content/activity with obesity (Rupérez et al., 2014; Costa-Urrutia et al., 2020) cardiovascular and inflammatory diseases (Polonikov et al., 2012; Berdaweel et al., 2022), and cancer (Méplan et al., 2010).

Histidyl dipeptides such as l-carnosine are endogenous molecules endowed with potent carbonyl-scavenging capacity and exist in abundant quantities in excitatory tissues such as skeletal muscle, brain and heart. Carnosine is also capable of buffering protons and chelating divalent cations such as Ca^2+^, properties that have been implicated as mechanisms of cardioprotection in models of cardiac injury (Zhao et al., 2020; Gonçalves et al., 2021). Oral carnosine has shown therapeutic potential in several clinical and experimental models of cardiometabolic diseases in which RCS are known to have a pathogenic role, including insulin resistance and glucose tolerance (Matthews et al., 2021; Rohit et al., 2023), prevention of diabetes related complications (Menini et al., 2020) and cardiovascular disorders (de Courten et al., 2015; Lombardi and Metra, 2016). Most of the beneficial effects of carnosine have been ascribed to its carbonyl-scavenging properties, although carnosine has limited ability to neutralize reactive oxygen species (ROS) directly. In a recent comprehensive study (Anderson et al., 2018), we reported that a carnosine analog which is resistant to degradation by carnosinase can mitigate insulin resistance and liver steatosis/fibrosis in diet induced obesity, even in mice with enhanced lipid peroxidation due to GPx4 haploinsufficiency (i.e., GPx4^+/−^ mice). What remained unclear is whether the beneficial effects of oral carnosine therapy in obesity also extended to the heart, and the potential mechanisms by which it might be acting. In this study, we investigated the effectiveness of oral carnosine supplementation in mitigating the structural and functional changes in the heart that are known to accompany obesity in both wild-type (WT) and GPx4^+/−^ mice. Our findings reveal carnosine to have potent antifibrotic effects in the heart with obesity and identify mechanisms involved in these effects.

## 2 Results

### 2.1 Impact of HFHS diet and oral carnosine supplementation on cardiometabolic parameters

In a previous study we found significantly lower GPx4 enzyme in myocardial tissue from type 2 diabetes patients, corresponding to greater levels of lipid peroxidation and RCS (i.e., HNE adducts) in the tissue from these patients compared with age-matched normoglycemic patients (Katunga et al., 2015). Here, both WT and GPx4^+/−^ mice were randomly assigned to either standard chow diet (CNTL) or HFHS diet for 16 weeks, with half of the HFHS diet group also receiving l-carnosine supplementation in their drinking water (80 mM). The overall study flow and design is summarized in Supplementary Figure S1. After the HFHS diet, the overall body weight, body fat and lean body mass composition were similar among the obese mice with and without carnosine, independent of genotype as shown in Table 1. However, HFHS diet dramatically increased gonadal body fat content (as a percent of body weight) in GPx4^+/−^ mice compared with WT, yet this increase was fully suppressed with carnosine treatment in both genotypes. Notably, WT obese mice developed higher brown fat percent compared to lean WT mice. On the other hand, among the obese GPx4^+/−^ mice, only the carnosine treated group developed significantly higher brown fat content. Carnosine treatment demonstrated a mild enhancement in glycemic control but not insulin sensitivity (data not shown), in both WT mice. Obese mice maintained a normal cardiac output, ejection fraction and stroke volume regardless of carnosine treatment in both genotypes.

**TABLE 1:** Body composition and cardiometabolic parameters.

Parameter	WT CNTL	WT HFHS	WT HFHS + Carnosine	GPx4^+/−^CNTL	GPx4^+/−^HFHS	GPx4^+/−^HFHS + Carnosine	*p*-*value* ^*^
Final body weight (g)	31.02 ± 0.67	50.86 ± 0.95^a^	50.01 ± 0.9^a^	31.56 ± 0.7	49.93 ± 0.4^b^	49.45 ± 0.6^b^	<0.0001
Body fat %	15.79 ± 3.1	43.02 ± 0.6^a^	43.89 ± 0.9^a^	15.82 ± 2.3	46.96 ± 1.1^b^	43.78 ± 0.7^b^	<0.0001
Lean mass%	64.98 ± 2.3	44.87 ± .09^a^	45.17 ± 0.7^a^	65.03 ± 2.0	43.59 ± 0.8^b^	45.82 ± 0.4^b^	<0.0001
Gonadal fat %	2.18 ± 0.1	2.98 ± 0.1^a^	2.59 ± 0.1^c1^	2.08 ± 0.2	4.17 ± 0.1^b,c2^	2.55 ± 0.1^d^	a = 0.0012
							c1 <0.05
							c2, b, d < 0.0001
Brown fat %	1.04 ± 0.1	1.35 ± 0.1^a^	1.38 ± 0.1^a^	1.00 ± 0.1	1.26 ± 0.2	1.49 ± 0.1^b,d^	a, d < 0.05
							b = 0.0003
Glucose AUC (GTT)	4,891 ± 1,046	24,578 ± 1635^a^	18,210 ± 2015^a,c^	11,331 ± 2445	23,145 ± 2589^b^	17,626 ± 4,498 ^d^	a< 0.0001
							b < 0.0006
							d, c < 0.05
Stroke volume (µL	30.88 ± 1.2	37.47 ± 2.3	41.05 ± 3.0	33.60 ± 2.6	44.27 ± 3^b^	41.32 ± 1.184	b < 0.05
Ejection fraction (%)	0.8301 ± 0.003	0.7757 ± 0.02	0.8251 ± 0.01	0.8343 ± 0.01	0.8339 ± 0.02	0.8418 ± 0.01	-
Cardiac output (µL/min)	22,262 ± 1,074	24,037 ± 1,487	27,531 ± 1716	23,068 ± 973.6	28,668 ± 1,679	29,371 ± 1042^b^	b < 0.05
Left ventricle thickness (mm)	0.7011 ± 0.02	0.6897 ± 0.02	0.7591 ± 0.02	0.7694 ± 0.2	0.7638 ± 0.02	0.7376 ± 0.02	-

Values are mean ± SEM., n = 6–12 per group.^*^ Statistical differences between groups were compared using one-way ANOVA, with *post hoc* Tukey’s tests for multiple comparisons between treatments within each genotype.^a^ *p* < 0.05 vs WT-CNTL.^b^ *p* < 0.05 vs GPx4^+/−^CNTL.^c^ *p* < 0.05 vs WT-HFHS.^d^ *p* < 0.05 vs GPx4^+/−^HFHS., Abbreviations: WT; wild type, CNTL; control diet, HFHS*;* high fat high sucrose diet, GTT; intraperitoneal glucose tolerance test.

### 2.2 Effect of HFHS diet and carnosine on GPx4 expression and RCS in myocardial tissue

We observed substantial upregulation of myocardial GPx4 mRNA and protein content with HFHS diet and carnosine (Figures 1A–C). To test if this increase in GPx4 was accompanied by other redox enzymes as part of a more global antioxidant response we analysed expression of several other key antioxidant genes and found rather unremarkable changes, with only a small upregulation in glutathione S-transferase (GST) and catalase mRNA with HFHS diet or carnosine (Supplementary Figure S2).

**FIGURE 1:**
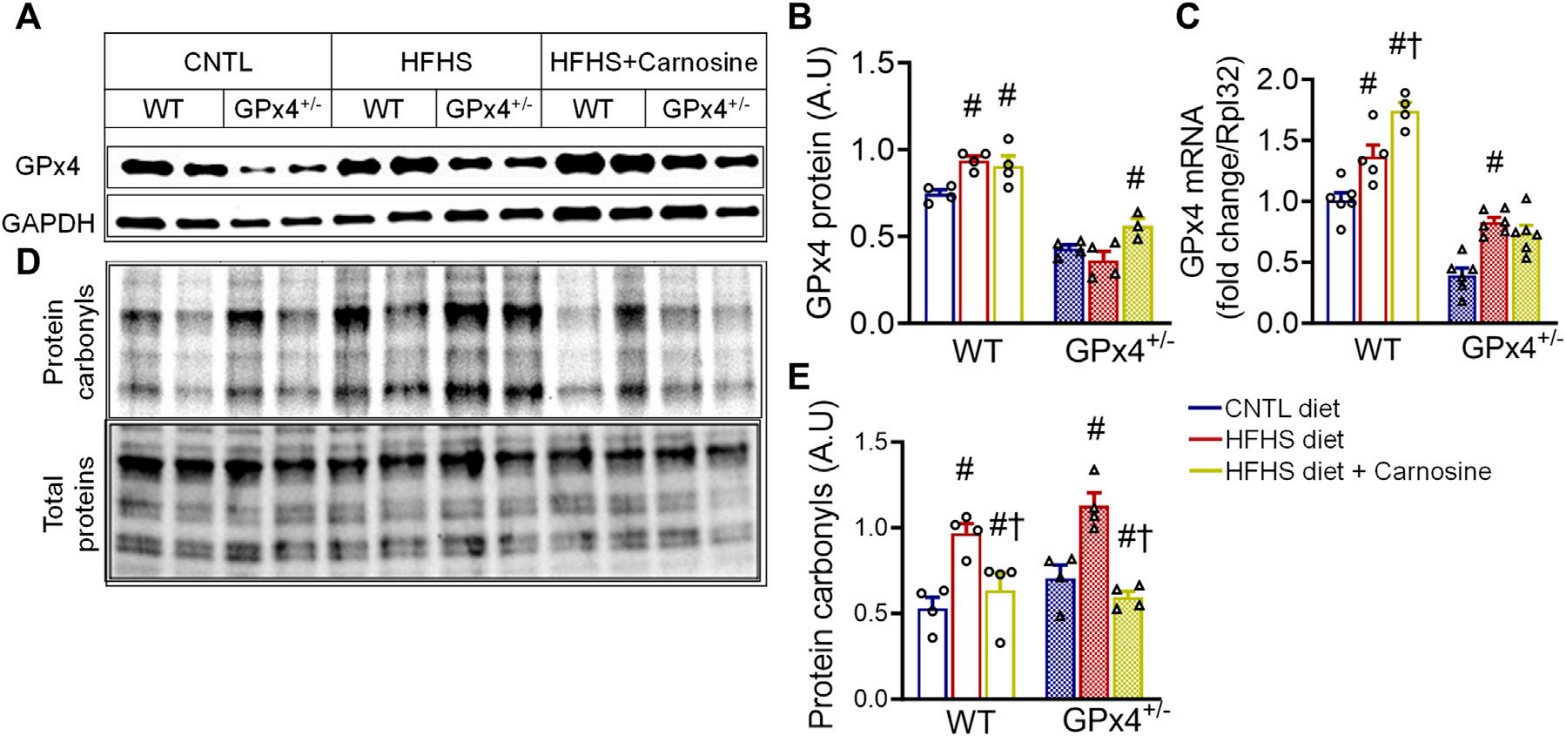
Myocardial GPx4 expression and protein carbonylation. Shown in **(A)** are representative immunoblots of GPx4 protein in left venticular samples with the corresponding densitometric analysis in **(B)**. GPx4 mRNA gene expression is shown in **(C)**. Representative image of Cy5.5 labeled protein carbonyls in whole heart homogenates, n = 2 mice per treatment group is shown in **(D)** with corresponding densitometric analysis shown in **(E)**. One = way ANOVA with *post hoc* Tukey’s tests for multiple comparisons within the same genotype: #*p* < 0.05 vs. CNTL, †*p* < 0.05 vs HFHS. n = 4–6 mice per treatment group. WT, wild type; CNTL, control diet; HFHS, high fat high sucrose diet.

Given that HFHS diet is known to induce lipid peroxidation and RCS formation in the heart, particularly in GPx4^+/−^ mice, (Méndez et al., 2014; Kobi et al., 2023), we next sought to the evaluate the effect of carnosine on protein carbonylation in myocardium from these mice. HFHS diet did indeed increase myocardial protein carbonyls, particularly in GPx4^+/−^ mice, while carnosine treatment effectively blunted protein carbonylation in both genotypes (Figures 1D,E). Since carbonyl stress has been linked with inflammation and fibrosis in many studies (Tanase et al., 2016; Maruyama and Imanaka-Yoshida, 2022), we examined expression of several pro-inflammatory and pro-fibrotic genes and observed a small but significant increase in TGF-β and RAGE expression in the obese GPx4^+/−^ mice as we have previously shown (Katunga et al., 2015), and this upregulation was fully abolished with carnosine treatment. We also observed a significant reduction in iNOS gene expression in the carnosine treated obese mice (Supplementary Figure S3). No significant changes in expression of IL-6, IL-1β and TNF-α were found (data not shown).

We next investigated whether HFHS diet and/or carnosine influenced protein carbonyl levels in the circulation. To do this, we measured serum 4-HNE-protein adducts after food restriction and ∼30 min following glucose challenge. No significant differences in serum 4-HNE protein adducts were found between groups in the fasted (i.e., food restricted) state, but adducts were substantially increased after glucose challenge with all groups, although the greatest increase appeared with HFHS diet. Carnosine treatment blunted the increase in 4-HNE adducts following glucose challenge (Supplementary Figure S4). No differences in overall 4-HNE adducts were found between WT and GPx4^+/−^ mice in any of the treatment groups (data not shown).

### 2.3 Myocardial iron levels following HFHS diet and carnosine

Carnosine treatment has been shown to have modest antioxidant effects in several *in vitro* and *in vivo* models, and this effect has been linked partly to its metal chelation ability (Reddy et al., 2005; Hider et al., 2021). Considering the role of iron in the initiation and the propagation of lipid peroxidation (Chen et al., 2021), we next examined myocardial iron levels in the mice from each treatment group. Interestingly, carnosine treatment moderately decreased Fe^2+^ and substantially decreased Fe^3+^ levels in both WT and GPx4^+/−^ mice (Figures 2A–C). Although no significant differences in total myocardial iron levels were found between WT and GPx4^+/−^ mice, carnosine significantly decreased Fe^3+^/Fe^2+^ in HFHS diet in both genotypes (Figures 2C,D). To determine whether this effect on the Fe^3+^/Fe^2+^ ratio is mediated by changes in iron transporters or other regulators, we analyzed expression of several iron homeostasis proteins and found that transferrin receptor 1 (TfR1) expression is increased by carnosine treatment in GPx4^+/−^ mice but not WT. No significant differences in ferritin heavy chain 1 and ferritin light chain were observed, however (Supplementary Figure S5).

**FIGURE 2:**
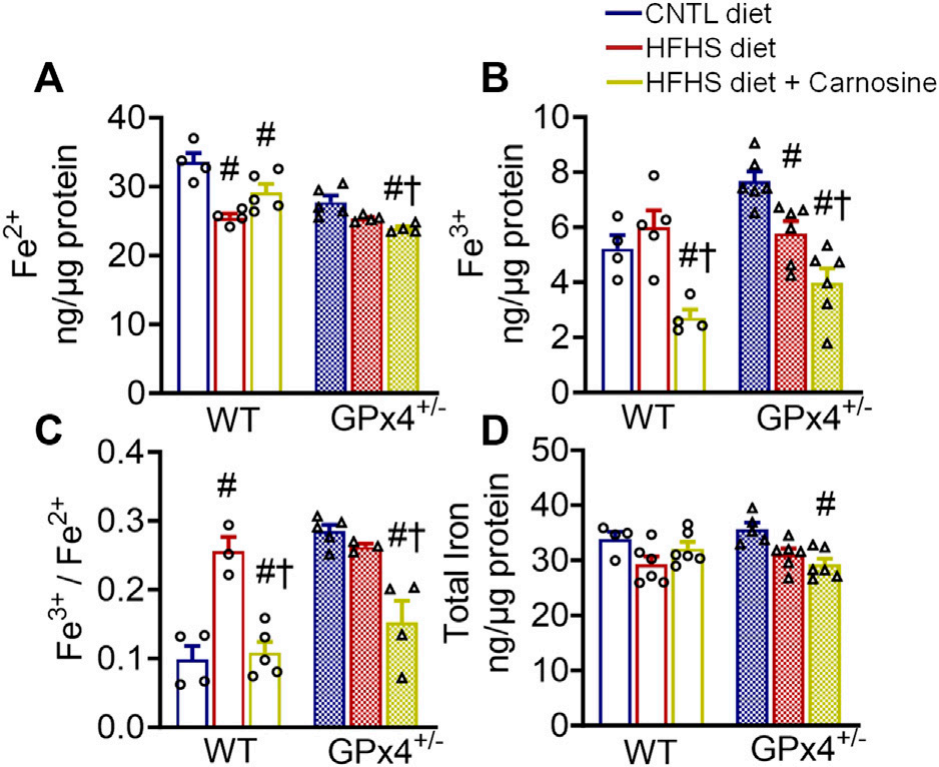
Myocardial iron content. Concentration of ferrous **(A)**, ferric **(B)**, and ferric/ferrous iron ratio **(C)**, in left venticular tissue samples are shown, along with total iron **(D)**. Values represent mean ± SEM. One-way ANOVA with *post hoc* Turkey’s tests for multiple comparisons within the same genotype: #*p* < 0.05 vs. CNTL, †*p* < 0.05 vs. HFHS. n = 4–6 mice per treatment group. WT, wild type; CNTL, control diet; HFHS, high fat high sucrose diet.

### 2.4 Effect of carnosine on cardiac fibrosis and collagen cross-linking with HFHS diet

Many previous studies have shown that obesity is accompanied by extracellular matrix protein expansion as a result of collagen deposition in the heart (Tikellis et al., 2008; Natarajan et al., 2019). Histological staining of fixed myocardial tissue with Masson’s trichrome confirmed that fibrosis was mitigated by carnosine in both WT and GPx4^+/−^ mice with HFHS diet (Figure 3A). Quantitative analysis of myocardial hydroxyproline, a marker for collagen, was significantly higher in both WT and GPx4^+/−^ mice with HFHS diet when compared to lean mice, and carnosine treatment completely normalized these levels (Figure 3B). Furthermore, concentrations of the insoluble form of hydroxyproline, which indicates degree of collagen cross-linking in the tissue, was also normalized by carnosine treatment (Figure 3C).

**FIGURE 3:**
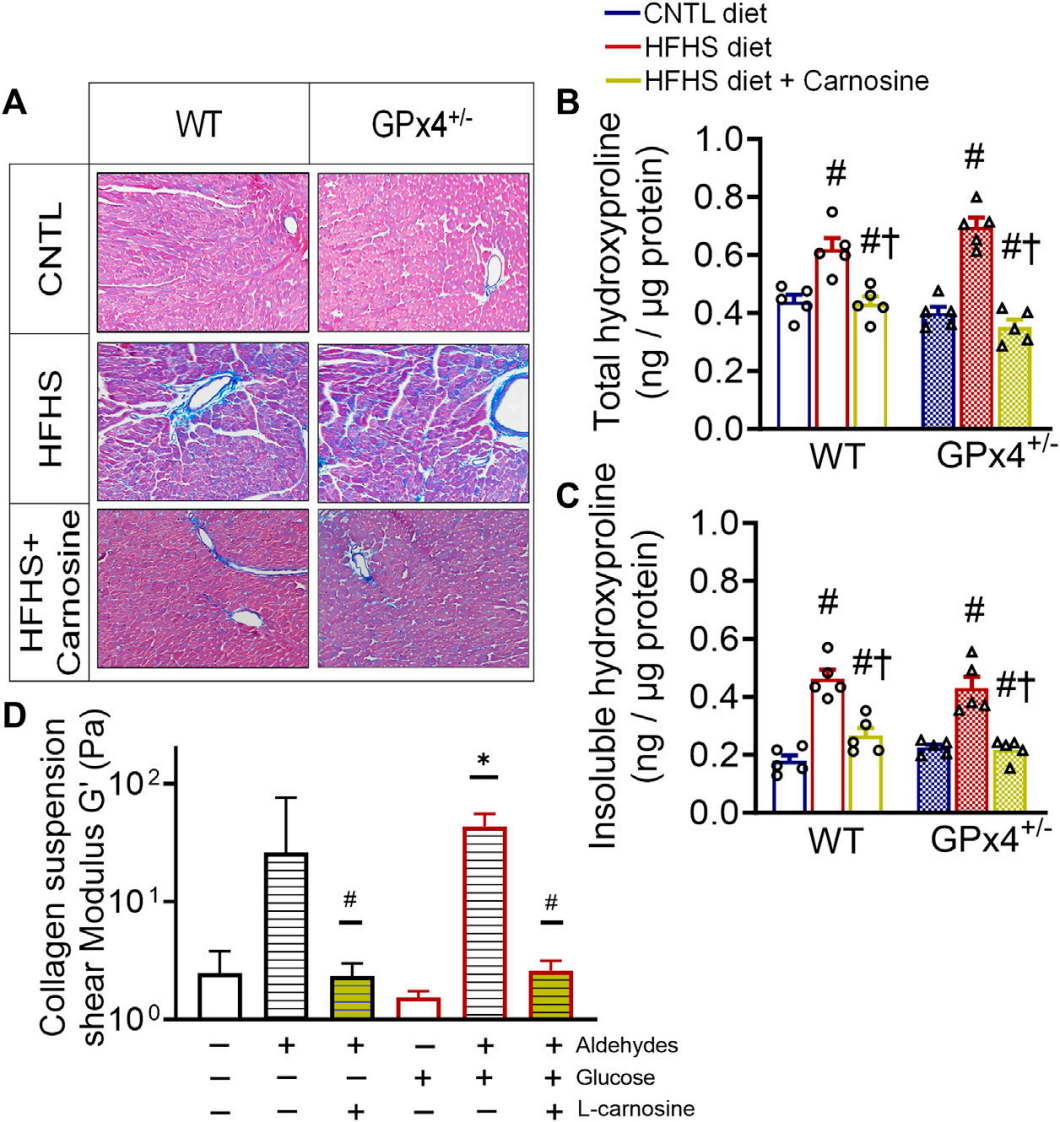
Myocardial collagen, fibrosis and *in vitro* collagen cross-linking. Representative images of Masson’s trichrome staining in fixed myocardial tissue slices shown in **(A)**, n = 2 mice per treatment group, images are representative of 20 image fields captured per mouse under ×20 magnification. Total hydroxyproline concentration **(B)** and insoluble hydroxyproline concentration **(C)** in left ventricular tissue samples, n = 5, values are mean ± SEM, oneway ANOVA with *post hoc* Tukey’s tests for multiple comparisons within the same genotype: #*p* < 0.05 vs. CNTL, †*p* < 0.05 vs HFHS. n = 5 mice per treatment group. Shown in **(D)** is effect of carnosine on collagen cross-linking stimulated by aldehydes and glucose *in vitro* as outlined in the Methods section. Suspensions of collagen were treated with a mixture of biogenic aldehydes (HNE 50 M, DOPAL 10 M, DOPEGAL 10 M) alone or with L-carnosine (10 mM). Elastic moduli of collagen were measured by rheometer at w = 2.122 Hz *p < 0.05 *versus* untreated control, #*p* < 0.05 *versus* aldehyde-treated group for each respective ± glucose. WT, wild type; CNTL, control diet; HFHS, high fat high sucrose diet; GTT, oral glucose tolerance test.

To gain mechanistic insights on the antifibrotic mechanisms of carnosine therapy, we took advantage of the rheological properties of collagen suspensions, namely, its elastic moduli, and how elasticity changes occur when collagen becomes ‘stiff’ in response to cross-linking. Here, using a modified protocol previously established (Aslanides et al., 2016) we performed an *in vitro* study with soluble collagen to determine the effect of a mixture of reactive biogenic aldehydes and glucose on collagen cross-linking using rheometry. The aldehyde mixture included 4-HNE (lipid-derived aldehyde), 3,4-dihydroxyphenylacetaldehyde (DOPAL) and 3,4-dihydroxyphenylglycolaldehyde (DOPEGAL). The latter are dopamine and norepinephrine metabolites, respectively, which we have previously shown are biogenic aldehydes formed in heart and are increased in myocardial tissues from patients with T2 diabetes (Monroe and Anderson, 2021; Nelson et al., 2021). We found that collagen cross-linking was stimulated by these aldehydes in the absence (*p* = 0.0545) and presence of glucose, as indicated by higher shear modulus of the suspension (Figure 3D). However, addition of carnosine to the mixture completely suppressed the aldehyde induced cross-linking.

### 2.5 Effect of carnosine on global cardiac gene expression with HFHS diet

To further interrogate potential mechanisms of carnosine’s antifibrotic effects, we performed unbiased mRNA sequencing analysis on myocardial tissue from mice in each experimental group. 

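Myocardial mRNA was sequenced from 25 mice, 5 in each of 5 groups, which were WT CNTL, GPx4+/- CNTL, WT HFHS, GPx4+/- HFHS and WT HFHS + Carnosine. GPx4+/- mice carry a disrupted allele of the gene for glutathione peroxidase 4, and carnosine was given at 80 mM in the drinking water from week 7 of 16 weeks of diet. GPx4+/- HFHS mice with carnosine were not analysed here. The authors deposited TPM (transcript abundance corrected for transcript length and rescaled to a total of 1000000 per library) for 119215 mouse transcripts, a unit that keeps no read depth. The paper states an approximate depth of sequenced and of aligned reads per sample, but the reads behind each TPM value cannot be recovered from the table, so no counting error is given. The number of genes with at least 1 TPM was between 11652 and 12305 per library, with medians of 11930 in WT CNTL, 12023 in GPx4+/- CNTL, 11853 in WT HFHS, 11851 in GPx4+/- HFHS and 11832 in WT HFHS + Carnosine. Mitochondrial transcripts made up between 31.3% and 48.7% of the TPM of a library, which shifts all other genes because TPM is a share. For that reason the TPM of each gene was summed over its transcripts and divided by a median-ratio scaling factor per library, which lay between 0.864 and 1.16. Of the listed transcripts, 116772 were matched to a gene of GENCODE mouse release M21 (GRCm38) and 2443 were not. Genes with a mean scaled TPM of at least 1 over the 25 mice were tested, 11984 in all, on the scale log2(scaled TPM + 0.5), which understates the change of genes with low values. Groups were compared with limma (empirical Bayes with a mean-variance trend), and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The mice without carnosine were fitted together as 4 groups, and the carnosine comparison was fitted on the 10 WT HFHS mice alone.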

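Gpx4 (ENSMUSG00000075706.10, protein coding, chromosome 10 from 80047166 to 80056439 of GRCm38) was lower in every GPx4+/- library than in every WT library. Its scaled TPM was 670.4 ± 47.2 (SD, n = 5 mice) in WT CNTL, 305.9 ± 43.2 (SD, n = 5) in GPx4+/- CNTL, 711.6 ± 67.4 (SD, n = 5) in WT HFHS, 351.8 ± 22.0 (SD, n = 5) in GPx4+/- HFHS and 696.2 ± 30.2 (SD, n = 5) in WT HFHS + Carnosine. The GPx4+/- mean was 45.6% of the WT mean on CNTL and 49.4% on HFHS (two-sided exact permutation p = 0.00794 on each diet, the smallest that 5 mice against 5 allow). Over both diets the log2 fold change between genotypes was -1.08 (standard error 0.061, adjusted p = 1.59e-09 from limma).

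**Figure D1:**
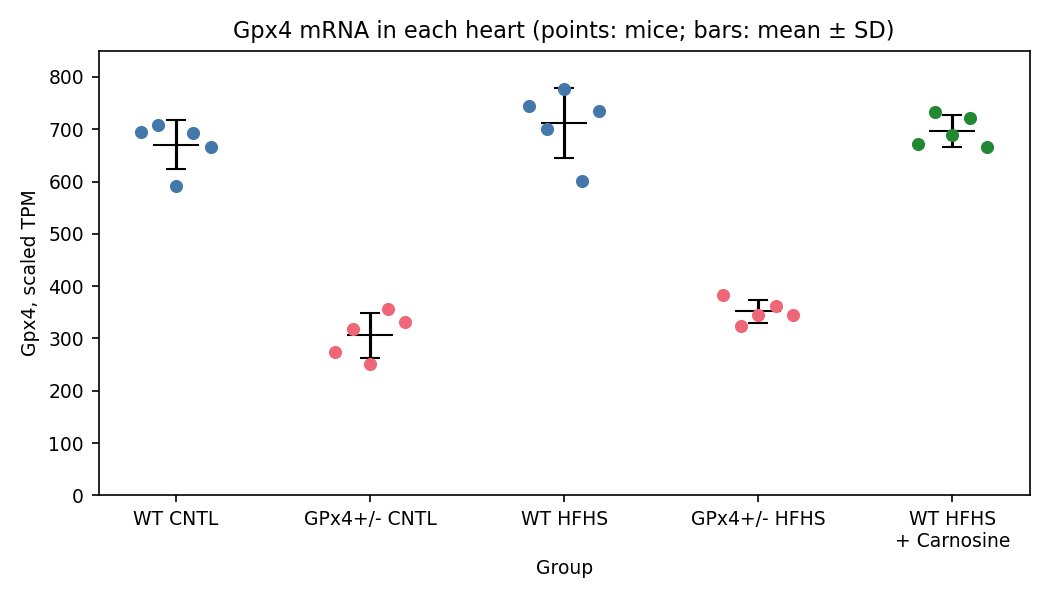
Scaled TPM of Gpx4 (vertical axis) in each group (horizontal axis), with a point per mouse and bars for mean ± SD. The GPx4+/- mice sit between 250.5 and 382.8, all under the lowest WT mouse at 590.7.

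Between genotypes, 6 genes had an adjusted p under 0.05 from limma on CNTL, 6 on HFHS and 7 over both diets, where 467 genes had an unadjusted p under 0.05. Besides Gpx4 these 7 were Gm9855, Hprt, Tdg, 1190007I07Rik, Gpx4-ps2 and Gm4924. Gm9855 is a processed pseudogene on chromosome 10 (from 42054113 to 42055306) whose transcript is 99.2% identical to that of Tdg, and Gpx4-ps2 is a transcribed pseudogene of Gpx4 on the same chromosome, so the reads of these pairs cannot be assigned with certainty. Hprt (chromosome X, from 52988137 to 53021659) had a scaled TPM of 33.8 ± 1.98 (SD, n = 5) in WT CNTL and 46.4 ± 2.24 (SD, n = 5) in GPx4+/- CNTL, and its log2 fold change over both diets was 0.53 (standard error 0.049, adjusted p = 4.39e-06 from limma). The number over both diets was lowest, at 4, when genes needed a mean scaled TPM of at least 5. The diet contrast gave more genes than the genotype contrast. On HFHS against CNTL, 142 genes had an adjusted p under 0.05 in WT (79 higher and 63 lower), 400 in GPx4+/- (261 higher and 139 lower) and 998 over both genotypes (561 higher and 437 lower). The number in WT moved most between ways of processing, from 38 with TPM as deposited to 405 with array weights. Of the genes called in WT and in GPx4+/-, 74 were shared, each with the same direction. Without the scaling factors, 424 genes were called in GPx4+/- and 8.7% of them were higher, against 65.2% with scaling, so the balance of higher and lower genes depends on the scaling. Tests of whether the diet effect differed between genotypes called 0 genes, with 856 at an unadjusted p under 0.05. Fibrillar and network collagens were higher on HFHS, with a median log2 fold change of 0.38 in WT and 0.28 in GPx4+/- (adjusted p = 0.000109 and 0.00345 from limma's camera over 21 sets), as were collagen cross-linking enzymes, with 0.10 and 0.14 (adjusted p = 0.00561 and 0.00343). Camera was run with an inter-gene correlation of 0.01, but members of the collagen set had a mean correlation of 0.634. Compared between mice, the collagen scores had an exact permutation p of 0.119 in WT and 0.0159 in GPx4+/-, and the enzyme scores one of 0.230 and 0.0159, with an exact permutation p adjusted over the sets of at least 0.111. In WT, sets of smooth muscle and of endocardium and vein genes were also higher on HFHS, with 0.85 and 0.54 (adjusted p = 0.00026 and 0.0464 from limma's camera). A difference in tissue content is therefore not excluded for the collagen rise in WT. WT HFHS replicate 4 had the highest smooth muscle score (1.64) and the highest collagen score (0.93) of its group. In GPx4+/- these sets had 0.22 and 0.05 (adjusted p = 0.576 and 0.953 from limma's camera). Over both genotypes, Kcnj14 had the smallest p, with a log2 fold change of 1.09 (standard error 0.101, adjusted p = 1.52e-05 from limma), followed by P4ha2, which encodes a collagen prolyl hydroxylase subunit, at 0.44 (standard error 0.042, adjusted p = 1.60e-05 from limma), and Nacc2, Dbi and Cdkl1. In WT alone the smallest p belonged to Frmpd3, Crybb1, Cdkl1, Rtl8b and Sra1, and in GPx4+/- alone to Kcnj14, P4ha2, Slc30a9, Tnnt1 and Vwa7.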

As expected, major changes in gene expression were found in hearts between WT and GPx4^+/−^ mice (not shown) and between CNTL and HFHS diet (not shown). Interestingly, carnosine only influenced a modest amount of overall gene expression in the hearts when compared with HFHS diet alone, with <50 transcripts passing the threshold of significance in our analysis for either up- or downregulation (Figures 4A,B). 

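Between WT HFHS mice with and without carnosine, 0 of the 11984 genes tested had an adjusted p under 0.05 from limma (smallest adjusted p 0.947), and 505 had an unadjusted p under 0.05, of which 233 were higher with carnosine. In simulated data of this design with 200 genes changed by 1 on the log2 scale, the same test called 94% of them, and 58.5% of genes changed by 0.5. The simulated noise was normal and independent between genes, with the full shift added on the log2 scale, so these shares may be too high for real data. They also depend on the 200 changed genes, since with fewer the adjusted threshold is harder to pass. With the threshold the paper states, read as an unadjusted p under 0.05 and an absolute log2 fold change over 1, 14 genes passed, 5 higher and 9 lower. The filter and the level of the test moved this number most, from 2 genes with a mean scaled TPM of at least 5 to 145 transcripts when transcripts were tested singly. Of the 5 higher genes, all but Zfp969 were processed pseudogenes. Of the 9 lower genes, Gm44245, Gm12396, Gm6851 and Gm4202 were processed pseudogenes. The higher genes Gm10233 and Gm10171 had the same log2 fold change (1.604, standard error 0.669), so they may not be separate changes. The genes with the smallest p were Sept1, with a log2 fold change of -0.57 (standard error 0.112), Csnk1g3, with 0.36 (standard error 0.081), and Btd, with -0.24 (standard error 0.055), each with an adjusted p of 0.947 from limma. In these 3 genes the 5 mice with carnosine did not overlap the 5 without, a separation in either direction that a gene without change has by chance with the exact permutation p = 0.00794 and that many of 11984 genes therefore show. From the number of genes past its threshold in Figures 4A,B, the paper concludes that carnosine influenced a modest amount of overall gene expression.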

Of note, KEGG pathway analysis of differentially expressed gene pathways did list AGE-RAGE and TGF-β as significantly changing with carnosine (Figure 4C and Supplementary Table S3), which support our qRT-PCR results.

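A list of TGF-β signalling genes, 58 of 84 of them tested, had a median log2 fold change of -0.03 with carnosine (33 genes lower and 25 higher; adjusted p = 0.309 from limma's camera over 4 sets). For AGE-RAGE signalling, with 87 of 100 genes tested, the median was -0.04 (55 genes lower and 32 higher; adjusted p = 0.309 from limma's camera). Against 10000 random sets matched on mean expression, the AGE-RAGE median lay at percentile 0.2 and the TGF-β median at percentile 4.4, a comparison that takes genes as independent, whereas camera was run with an inter-gene correlation of 0.01 (members of these sets had mean correlations of 0.058 for AGE-RAGE and 0.085 for TGF-β, so its p is also too small). The scores of both sets overlapped between the groups (TGF-β 0.025 ± 0.109 without and -0.027 ± 0.059 with carnosine, SD, n = 5 mice each, two-sided exact permutation p = 0.405; AGE-RAGE 0.029 ± 0.107 without and 0.001 ± 0.065 with, exact permutation p = 0.667). Both lists were written before the data were examined, after the pathways the paper names, and may differ from its KEGG sets. Reactome sets had medians of -0.01 for TGF-β (65 genes) and -0.03 for AGE-RAGE (9 genes), each with an adjusted p of 0.979 from limma's camera. Fibrillar and network collagens had a median log2 fold change of -0.01 (16 genes tested; limma camera adjusted p = 0.672), and collagen cross-linking enzymes one of -0.04 (16 genes tested; limma camera adjusted p = 0.672). Tgfb1 had a scaled TPM of 11.4 ± 1.51 (SD, n = 5) without and 11.3 ± 2.26 (SD, n = 5) with carnosine (log2 fold change -0.03, standard error 0.130, adjusted p = 0.993 from limma). Ager, which encodes RAGE, was under the filter on low values, with 0.146 ± 0.0800 (SD, n = 5) without and 0.146 ± 0.0556 (SD, n = 5) with carnosine. In the paper's qRT-PCR, TGF-β and RAGE rose in obese GPx4+/- mice and fell there with carnosine. GPx4+/- mice with carnosine were not analysed here, so these WT values cannot test that fall. With diet in GPx4+/-, Tgfb1 changed by 0.014 (standard error 0.093, adjusted p = 0.959 from limma).

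**Figure D2:**
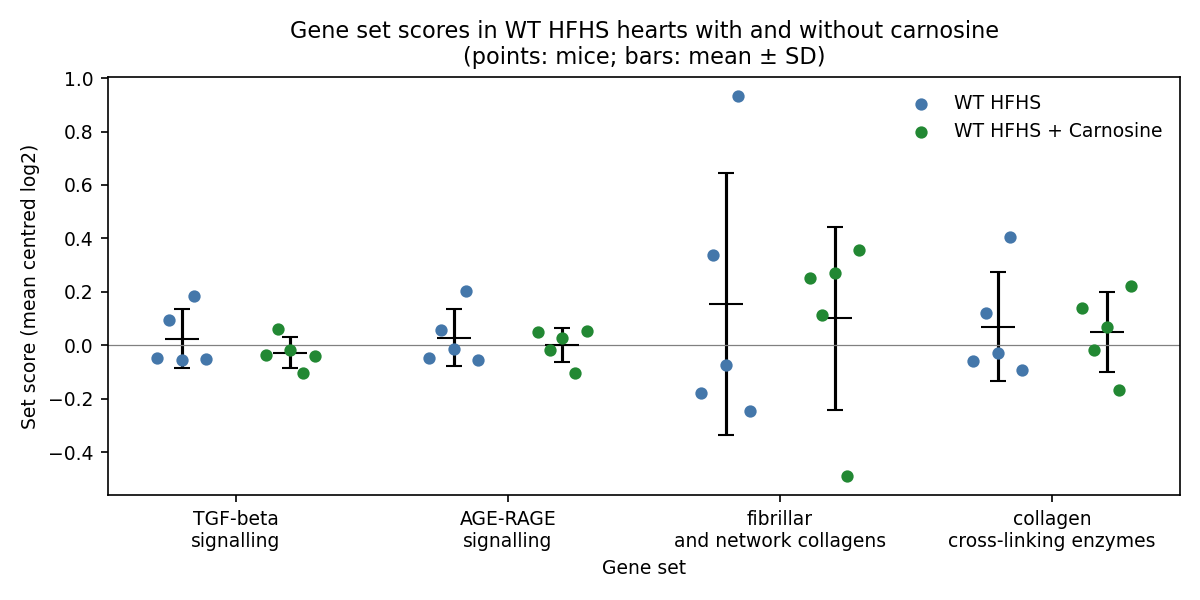
Mean centred log2 value of each gene set (vertical axis) in WT HFHS mice without and with carnosine, with a point per mouse and bars for mean ± SD. The points of the groups overlap in each of the 4 sets.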

**FIGURE 4:**
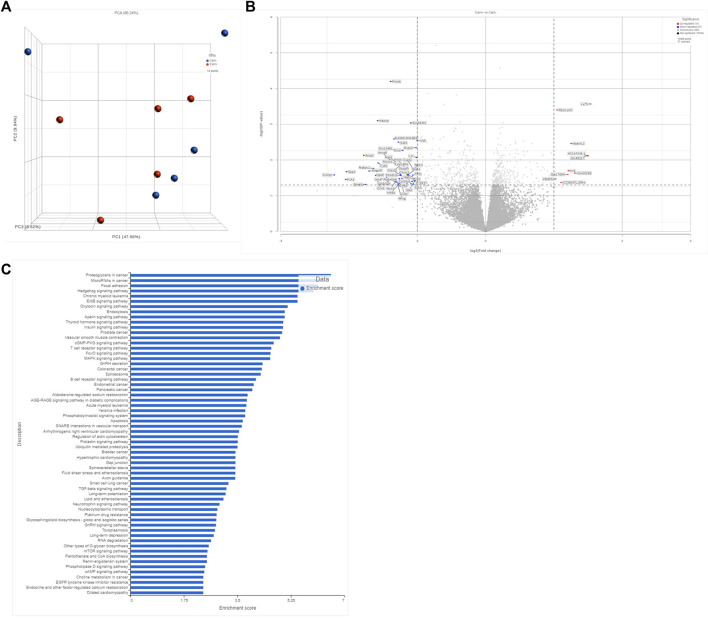
Transcriptomic anlysis of bulk myocardial tissue. Comparison of unbiased transcript expression in myocardial tissues from WT mice on HFHS diet with and without carnosine treatment. N = 5 per treatment group. Shown in **(A)** is a PCA plot accessing sample variance among group. Shown in **(B)** is a volcano plot depicting the top 250 differentially expressed sp transcripts, with the significant upregulated and downregulated genes annotated. *Y*-axis represents significance as −Log10 (*p*-value). *X*-axis represents the Beta value (natural log of the fold change between groups). Shown in **(C)** is a gene ontology pathway analysis based on the filtered list of genes with minimum *p*-value of 0.1 and minimum read count of 50 in at least 50 samples.

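Principal components of log2(scaled TPM + 0.5) over the genes tested were computed for the 10 WT HFHS mice. The first held 21.1% and the second 18.2% of the variance. On the first component the mice without carnosine lay at 3.73 ± 16.3 and those with carnosine at -3.73 ± 7.16 (SD, n = 5 each; two-sided exact permutation p = 0.429), and on the second at -3.77 ± 5.35 and 3.77 ± 15.5 (SD, n = 5 each; exact permutation p = 0.365). WT HFHS replicate 4 had the highest position on the first component at 29.5, and WT HFHS + Carnosine replicate 4 the lowest at -14.4.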

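Of the 57 genes that the paper's gene table lists with p under 0.05 and at least 2-fold change (10 higher and 47 lower, the paper's values), 16 were tested here, and 15 of these changed in the same direction. Another 34 were above 0 but under the minimum mean scaled TPM of 1. The rest were at 0 or had no unique gene of that symbol here. Of the 16, 3 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over this list alone; the list comes from the same mice, so this adjustment is lenient. The lower genes with the smallest p in the paper's table that were tested were Vwf, Actg2, Cytl1, Smoc1 and Angptl7. Vwf, which encodes von Willebrand factor (ENSMUSG00000001930.17, chromosome 6 from 125546774 to 125686679 of GRCm38), had a scaled TPM of 27.7 ± 11.1 (SD, n = 5) without and 14.1 ± 3.48 (SD, n = 5) with carnosine, a log2 fold change of -0.87 (standard error 0.289; two-sided exact permutation p = 0.0397, adjusted p = 0.947 from limma). The log2 fold changes of the others were -1.17 for Actg2, -1.13 for Cytl1, -0.78 for Smoc1 and -1.22 for Angptl7, each with an adjusted p of 0.947 from limma. Without WT HFHS replicate 4, each of these 5 changes was at its smallest, from -0.48 for Smoc1 to -0.865 for Actg2. Of the higher genes, Gm17084 had a log2 fold change of 0.33 (standard error 0.178) and Zfp965 one of -0.02 (standard error 0.164). The readable part of the paper's table holds the 1999 genes with the smallest p (up to 0.153, the paper's value). Across the 1524 of them tested here, which were thus chosen for their change, Pearson's r between the paper's log2 fold changes and these was 0.914 and Spearman's rho 0.910, with 97.5% of signs alike; both come from the same mice, and genes are not independent replicates.

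**Figure D3:**
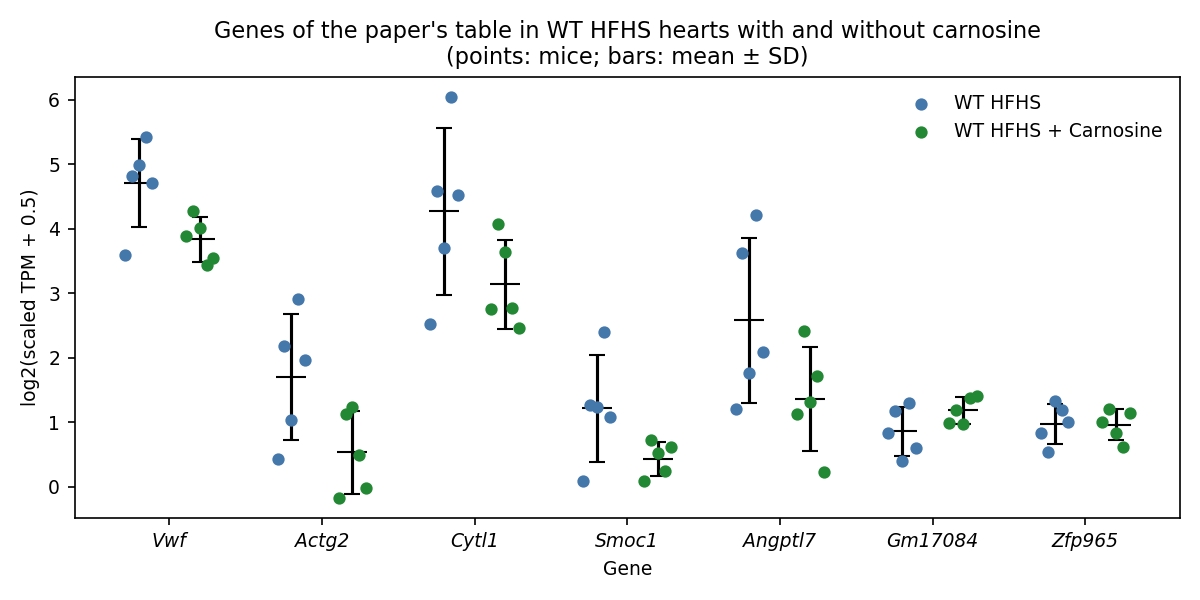
log2(scaled TPM + 0.5) of each gene (vertical axis) in WT HFHS mice without and with carnosine, with a point per mouse and bars for mean ± SD. The groups overlap in each of the 7 genes.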

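At an unadjusted p under 0.1, 1136 of the genes tested here passed, and the paper's gene table lists 1273. The list of TGF-β signalling genes held 10 of these 1136, more than its share (one-sided Fisher's exact p = 0.0444), and 3 of the 505 at an unadjusted p under 0.05 (Fisher's exact p = 0.445). AGE-RAGE signalling held 8 (Fisher's exact p = 0.590), and the collagen and the cross-linking sets held 1 each (Fisher's exact p = 0.797 for both). These p-values are not adjusted for the 4 sets, and the background was all 11984 genes tested.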

## 3 Discussion

Fibrosis is a significant pathogenic contributor to most cardiac disorders including valve disease, cardiomyopathies, arrhythmias and heart failure. Unfortunately, at present there are essentially no pharmacotherapies used in the clinic that specifically target fibrosis. This is partly due to the complex role of fibrosis in wound healing combined with the fact that the mechanisms controlling extracellular matrix expansion and collagen turnover in heart remain incompletely understood. Moreover, obesity induced cardiac fibrosis is a complex heterogenous condition involving a wide variety of molecular pathways. Efforts to understand fibrosis and its mechanisms could be of great benefit for developing new or existing therapies for cardiac fibrosis that could help lower incidence of cardiovascular diseases and their global public health burden (Wong et al., 2012; Travers et al., 2016; Hinderer and Schenke-Layland, 2019; Travers et al., 2022). To this end, our study demonstrates that oral administration of the histidyl dipeptide L-carnosine mitigates carbonyl stress in the heart with diet induced obesity and this consequently leads to less cross-linked collagen and ultimately, less cardiac fibrosis. Furthermore, the cardioprotective effects of oral carnosine are likely multifactorial and indirect, given that cardiac transcriptomic analysis of carnosine treated mice showed only modest differences compared with untreated animals. 

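The median absolute log2 fold change over all genes tested was 0.066 with carnosine, 0.092 for HFHS against CNTL in WT and 0.096 in GPx4+/-. An absolute log2 fold change over 0.5 was found for 152 genes with carnosine, 339 with diet in WT and 294 with diet in GPx4+/-. Across genes, the log2 fold changes with carnosine and with diet in WT had Pearson's r of -0.424, but both use the same WT HFHS mice with opposite sign, which alone gives a negative value. Against diet in GPx4+/-, which shares no mice with the carnosine comparison, r was 0.104, and genes are not independent replicates.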

Much of the indirect effects of carnosine involve its iron chelating ability and its role as an indirect antioxidant, enhancing GPx4 expression in the heart following HFHS diet even in mice with GPx4 haploinsufficiency.

Carnosine is an endogenous dipeptide that has been extensively investigated as a cardio/neuroprotectant in numerous studies including atherosclerosis (Barski et al., 2013), diabetes and its associated micro and macrovascular complications (Lee et al., 2005; Caruso et al., 2023), aging (Hipkiss et al., 2016) and various neurodegenerative disorders (Caruso et al., 2019; Solana-Manrique et al., 2022). It is widely accepted that carnosine does have some direct antioxidant effect, including ability to neutralize ROS, RCS and reactive nitrogen species (Hipkiss, 2009; Boldyrev et al., 2013; Caruso et al., 2017; Aldini et al., 2021). However, the direct antioxidant effect of carnosine is unlikely to be a primary therapeutic mechanism *in vivo* given the high concentrations of carnosine required for these effects, and accumulating evidence suggests that alternative therapeutic mechanisms are involved. In this study, we found that oral carnosine supplementation induces significant GPx4 expression and content in the heart. Such an effect of carnosine has been shown previously by other groups, where carnosine treatment normalized lipid peroxidation levels and glutathione ratio, increased superoxide dismutase (SOD) and catalase (CAT) activities in rat brain treated with salsolinol (a toxic pesticide) (Zhao et al., 2017). Similarly, carnosine supplementation was found to increase the expression and activities of SOD, CAT, and glutathione peroxidase (GPX) in the liver, muscles, and plasma of pigs (Caruso et al., 2017).

Studies have also shown carnosine’s effectiveness as a chelator of divalent cations, including iron. Iron is a transition metal that exists in either ferric (Fe^3+^) or ferrous (Fe^2+^) forms in biological systems. In our study, carnosine treatment modulated the redox equilibrium between Fe^3+^/Fe^2+^ ions in the myocardium of obese mice (Figure 2), leading to dramatic decrease in the Fe^3+^/Fe^2+^ ratio. Fe^2+^ ions react with hydrogen peroxide to produce Fe^3+^ ions as well as hydroxyl free radicals (OH^●-^) that initiate lipid peroxidation through a Fenton-based mechanism (Minotti and Aust, 1987a; Latunde-Dada, 2017). The classical dogma regarding this reaction has always maintained that Fe^2+^ is the form required to initiate lipoperoxidation. Importantly, it has been shown that the presence of Fe^2+^ alone is not sufficient to induce lipid peroxidation, while the addition of Fe^3+^/Fe^2+^ in 1:1 ratio potently induces lipid peroxidation (Minotti and Aust, 1987b; Braughler et al., 1987). This finding was confirmed by a recent study which showed that addition of Fe^3+^ to the reaction mixture stimulates lipoperoxidation (Ohyashiki et al., 2002). Moreover, the importance of the Fe^3+^/Fe^2+^ ratio under different peroxidation conditions was demonstrated in classic redox equilibria studies which concluded that this ratio directly regulates the rate and extent of lipid peroxidation (Braughler et al., 1986; Minotti and Aust, 1987b; Ohyashiki et al., 2002). Although the absolute ratio of Fe^3+^/Fe^2+^ was variable among these studies depending on the reaction components (e.g., oxidants, lipids), what is undeniably clear is that higher Fe^3+^/Fe^2+^ favors a more rapid and extensive lipid peroxidation (Tadolini and Hakim, 1996; Tadolini et al., 1997). This might be partly explained by the possibility that Fe^3+^ ions could complex with polyunsaturated fatty acids at their ∆^9^ or ∆^11^ carbon constituent, thus facilitating their peroxidation, as shown recently (Morrill et al., 2004). Given the known link between lipid peroxidation and ferroptosis, it is notable that a higher Fe^3+^/Fe^2+^ ratio was found to be associated with ferroptosis in serum of Eales disease patients and in the amyloid plaque regains of mouse brains in an Alzheimers’ model. Both conditions are associated with lipid peroxidation and advanced glycation end product (AGE) accumulation (Swamy-Mruthinti et al., 2002; Selvi et al., 2007; Wu et al., 2023). However, the prooxidant effect of iron in these studies is typically examined in the context of total iron levels rather than reporting the Fe^3+^/Fe^2+^ ratio, which makes the *in vivo* and translational significance of this observation somewhat limited.

In addition to its ability to chelate metals, it is well established that carnosine is a potent RCS scavenger, thereby inhibiting protein carbonyl formation and its consequent effects in cells and tissues. Consistent with this, our findings show that carnosine treatment reduces the overall level of oxidative protein damage in the myocardium, as indicated by reduced protein carbonyls in the tissue (Figure 1). Protein carbonyls are considered a form of irreversible post-translational protein modification and have been found to cause derangements in cellular metabolism and signaling and implicated in the pathogenesis of obesity (Macdonald et al., 2001; Grimsrud et al., 2008; Méndez et al., 2014; Katunga et al., 2015; de Souza Bastos et al., 2016). Products of lipid peroxidation such as the α,β-unsaturated carbonyls (e.g., 4-HNE) react with the nucleophilic residues in proteins (e.g., Cys, Lys, His and Arg) resulting in the formation of inter and intramolecular cross-links (Spickett and Pitt, 2019). Protein carbonylation is also caused by AGEs (i.e., sugar-amines) which are forms of oxidized glucose-derived aldehydes generated under chronic hyperglycemic conditions (Gaar et al., 2020). Structural changes in proteins caused by carbonylation leads to protein unfolding and polymerization, ultimately leading to formation of insoluble cross-linked protein aggregates. These protein aggregates evade proteasomal degradation, which prolongs their turnover rate and enhances their accumulation (Negre-Salvayre et al., 2008; Dilek, 2022).

It is in this context where the major antifibrotic effect of carnosine appears to exist, based on our findings. The extracellular matrix is primarily a collagen-based network (96%) that is highly susceptible to crosslinking on Lys and Arg residues within the network (Maruyama and Imanaka-Yoshida, 2022). Measuring the extent of collagen crosslinking by assessing the concentration of insoluble compared with soluble collagen is routinely used as an index of collagen cross-linking in tissues, and enhanced crosslinking in the heart has been reported in cardiometabolic disorders such as hypertension (Woodiwiss et al., 2001; Badenhorst et al., 2003) and diabetes (Avendano et al., 1999; Liu et al., 2003). Importantly, collagen crosslinking has been recognized as a key modulator of left ventricular diastolic stiffness in patients with heart failure (Asif et al., 2000; Klotz et al., 2005). The anti-carbonyl and anti-crosslinking effect of carnosine was initially reported by Hipkiss et al. (Hipkiss and Brownson, 2000) and others (Carini et al., 2003; Baba et al., 2013; Albrecht et al., 2017), the mechanism of which has mainly been attributed to carnosine’s ability to react with RCS through Michael addition resulting in carnosine-adducts that are detoxified by dehydrogenases (Bispo et al., 2016). *In vitro* studies have shown that carnosine’s anti-crosslinking effect was able to preserve activities of several enzymes such as SOD (Hipkiss et al., 1995), esterase (Yan and Harding, 2005) and aspartate aminotransferase (Swearengin et al., 1999). In the present study, carnosine was able to block *in vitro* collagen crosslinking stimulated by a mixture of biogenic aldehydes and sugars (Figure 3), and this was reflected in the obese mice where carnosine substantially decreased the concentration of insoluble collagen in the heart.

To conclude, our study has revealed that oral carnosine therapy has potent antifibrotic and carbonyl detoxifying effects in the heart with diet induced obesity. Translational significance of these findings remains to be determined and there are challenges with oral carnosine therapy in humans due to serum carnosinase activity (Menini et al., 2012; Vistoli et al., 2012; Boldyrev et al., 2013). However, carnosinase-resistant analogs of carnosine have shown similar beneficial effects in rodent models of obesity and cardiovascular disease (Menini et al., 2012; Anderson et al., 2018). It is noteworthy that multiple small clinical trials of oral carnosine therapy have shown modest but significant cardiometabolic benefits in obese, prediabetic individuals (Côté et al., 2012; de Courten et al., 2016; Baye et al., 2017; Baye et al., 2018). Future work is obviously needed to optimize and exploit therapeutic efficacy of carnosine in humans.

## 4 Materials and methods

### 4.1 Mouse model, diet and oral carnosine intervention

Animal care and experimental procedures were reviewed and approved by the University of Iowa Institutional Animal Care and Use Committee (IACUC) prior to beginning the study. GPx4^*+/−*^ mice were generated as previously described and maintained by backcross with C57BL6/J (Jackson Laboratory) mice. At 8–10 weeks, male GPx4^+/−^ and WT littermates were randomly assigned to either normal chow diet (CNTL, D20122207, Research Diets, Inc) or high fat high sucrose diet (HFHS), D09071704, Research Diets, Inc) for 16 weeks. Seven weeks after starting the diet, a subgroup of the mice on HFHS diet in both genotypes was started on 80 mM carnosine supplemented in their drinking water and the diet intervention was continued. The mice randomization was continued until there were 10 mice per treatment group Diets were matched for protein and macronutrients except that the HFHS diet is comprised of lard-based fat (35.5% daily kcal) and cholesterol (1.5% daily kcal), plus sucrose (38% daily kcal), compared with the CNTL diet with low fat (6% daily kcal), and starch-based carbohydrates (∼75% daily kcal). HFHS diet and water were refreshed every 3–4 days. Carnosine was confirmed to be completely stable for this length of time in drinking water using HPLC (Supplementary Table S1). At the end of the diet −/+ carnosine intervention, the mice were euthanized after 8 h fast followed by either a 1 g/kg bolus (i.p.) of 50% dextrose in saline, or normal saline.

### 4.2 Metabolic and cardiovascular parameters

Body weight was recorded at baseline and then once every week during the diet intervention. An intraperitoneal glucose tolerance test (GTT) was performed 14 weeks after starting the diet using standard technique. Briefly, a dose of 1 g/kg of 50% dextrose in saline was administered by i. p. injection after 6 h of fasting, followed by blood glucose measurements using glucometer (OneTouch, Verio Flex). Body composition was determined in each animal within 24 h of euthaniasia by the *Time Domain NMR Analyzer* (LF50, Beckman Coulter). Echocardiography in mice was performed 1 week prior to euthanasia in conscious mice using a 30 MHz transducer (Vevo 2100, VisualSonics, Toronto, ON), by staff in the cardiovascular phenotyping core facility at University of Iowa.

### 4.3 Masson’s trichrome stain

Mice were anesthetized with ketamine xylazine and perfused via cardiac puncture with 4% paraformaldehyde (PFA) for 20 min. Hearts were then sectioned and stained at the University of Iowa Pathology Core, according to standard procedures. Briefly, paraffin-embedded hearts were sectioned at 5-µm thickness, then deparaffinized and rehydrated with serial dilutions of concentrated alcohol (100% alcohol, 95% alcohol 70% alcohol). Sections were then re-fixed in Bouin’s solution for 15 min at 56°C and rinsed with water for 5–10 min to improve staining quality. Sections were then incubated in Weigert’s iron hematoxylin solution for 10 min then washed in running warm water buffer for 5 min. Then sections were stained with Biebrich scarlet acid fuchsin solution for 10–15 min and washed in distilled water. Sections were then subjected to differentiation in phosphomolybdic-phosphotungstic acid solution for 10–15 min and transferred immediately to aniline blue solution and stained for additional 5–10 min. This last stain was followed by a brief rinse in distilled water and differentiation in 1% acetic acid solution for ∼5 min. Lastly, sections were dehydrated using 95% ethyl alcohol, absolute ethyl alcohol and xylene. Stained sections were visualized by a EVOS FL AUTO2 microscope (ThermoFisher, Inc.) and images captured by camera with ×10 objective.

### 4.4 Immunoblot analysis

Samples of left ventricular tissue (10–15 mg) were homogenized in TEE buffer (10 mM Tris, 1 mM EDTA, 1 mM EGTA, 0.5% Triton X-100 pH 7.4) with a protease/phosphatase inhibitor cocktail (Roche) using a glass grinder (Kimble Chase, Vineland, NJ, United States). Lysates were then mixed with 10% β-mercaptoethanol and Laemmli buffer and loaded onto 4%–20% gradient polyacrylamide gel (Bio-Rad, Hercules, CA) and subjected to electrophoresis. Proteins were then transferred from gel to a PVDF membrane via semi-dry apparatus, blocked in 3% bovine serum albumin, and incubated with primary antibodies for GPx4 and GAPDH (Abcam, Cambridge, UK). Membranes were then incubated with horseradish peroxidase (HRP) conjugated goat anti-rabbit secondary antibody and scanned by the iBright Imaging System (iBright FL1000, ThermoFisher Scientific, Waltham, MA, United States). Densitometric analysis was performed using ImageJ (NIH).

### 4.5 Quantitative analysis of serum 4-HNE adducts

For quantitative analysis of 4-HNE adducts in serum, an enzyme-linked immunosorbent assay (ELISA) established by our group was used (Monroe and Anderson, 2019). In brief, standards of 4-HNE-protein adducts were first made by incubating serial dilutions of 4-HNE (Cayman chemicals, United States) in 1 mg/mL BSA/50 mM sodium phosphate buffer (pH = 7.4) at 37 C° for 24 h. Serum and standards were loaded in duplicate on immunolon-coated 96-well plates (Nunc MaxiSorp, Invitrogen, United States) and incubated overnight at 4C° with a continuous rocking. The plate was then blocked with 10% BSA for 2 h followed by overnight incubation with 4-HNE polyclonal primary antibody (Sigma-Aldrich). Next the plate was incubated with a HRP-conjugated mouse anti-goat secondary antibody followed by incubation with 55 µM Amplex red (fluorogenic reagent) for 30 min at room temperature. Fluorescence intensity of each well was then measured using the BioTek Synergy microplate reader at 530/595 nm (ex/em), concentrations of 4-HNE protein adducts in the serum samples were determined against the standard curve.

### 4.6 Hydrazide labeling of carbonyl-modified proteins in myocardial tissue

For unbiased labeling of protein carbonyls in the myocardial tissues we used a protocol previously established by our group (Katunga et al., 2015). Homogenates of left ventricular tissue (∼10 mg) were prepared using TissueRuptorII (Qiagen) under anaerobic conditions in a nitrogen-saturated glove box (Coy Laboratory Products, Grass Lake, MI) using degassed TEE buffer. Hydrazide Cy5.5 dye (Lumiprobe, Maryland, United States), was incubated with the protein lysates at final concertation of 25uM for 2 hours on an orbital shaker at room temperature, then incubated overnight at 4 C°. Lysates were then loaded into 4%–20% gradient acrylamide gels (Bio-Rad, Hercules, CA) and subjected to electrophoresis. The Cy5.5 label on carbonyls was then captured by imaging the gel with the iBright Imaging System, and total protein was captured using No-Stain protein labeling reagent (ThermoFisher Scientific, Waltham, MA, United States). Images were analyzed by densitometry using ImageJ (NIH).

### 4.7 Myocardial iron content

Iron content of myocardial tissue samples was calculated using a colorimetric iron assay kit (Abcam) according to the manufacturer’s instructions. Briefly, around 15 mg of the heart tissue were lysed using the assay buffer provided with the kit. Standards and samples were loaded into a 96-well plate and incubated with iron reducer at 37 C for 30 min. Next, iron probes were added to the wells and incubated at 37 C for 30 min. Sample absorption was then measured in duplicate at 593 nm with a plate-reader (Epoch, Bio-Tek).

### 4.8 Quantitative analysis of myocardial collagen concentrations

To measure the amount of the soluble and cross-linked collagen separately in the heart samples, we used a protocol for measuring hydroxyproline as a surrogate for collagen using a method established previously by our group (Anderson et al., 2018), which involves first separating the soluble from insoluble (i.e., cross-linked) collagen fractions as described below.

#### 4.8.1 Soluble and insoluble collagen fractionation

Pepsin (Sigma-Aldrich) was dissolved in phosphate-buffered saline (pH 3.0) and then incubated with frozen left ventricular tissue sample (40 μg pepsin/mg tissue) to digest the heart samples at 37C° for 30 min with gentle shaking. The digestion was then stopped by adding 2% SDS, 0.6M β-mercaptoethanol solution to each tissue suspension. This was followed by a 30-min sonication step to enhance the release of the soluble portion into the solution. Soluble protein fraction was then separated from the insoluble fraction by centrifuging at 10000xg for 90 min at 4C°. The soluble fraction (the supernatant) was then separated from the insoluble protein fraction (pellet) into prelabeled glass tubes. The pellets were then resuspended in DDI water, and both sets of samples were completely dried by heating at 100C° overnight. Hydroxyproline concentration in each sample was then quantified by a colorimetric assay as described below.

#### 4.8.2 Hydroxyproline assay

Dried protein within the glass tubes were hydrolyzed using HCl (6 M) at 100C° for 24 h. The HCl was then evaporated by heating at 100C° overnight and samples were resuspended in 50% isopropanol. Next, commercially obtained hydroxyproline (Sigma-Aldrich) was used to prepare standards in DDI water, and then standards and unknown samples were oxidized with chloramine-T solution (1.4%) for 5–7 min at room temperature. The oxidized standards and samples were then mixed with a solution of 4-dimethylaminobenzaldehyde (DMAB) in 60% perchloric acid and incubated for 17 h at room temperature in the dark. After that, absorption of the samples was measured in duplicates at 568 nm using a plate reader (Epoch, Bio-Tek). Concentration of hydroxyproline in the samples was then calculated using the hydroxyproline standard curve within each plate and normalized to the total protein concentration in each sample.

### 4.9 Rheometric collagen cross-linking assay

Collagen suspensions were prepared in phosphate buffered saline (PBS) and were mixed with either 10 µM DPEGAL or 25 mM glucose. Also, the same mixtures were prepared in addition to 10 mM carnosine treatment and incubated for 48 h at 37 C°. The elastic moduli of these collagen suspensions were measured at *ω* = 1.193 Hz using HAAKE™ RheoStress™ 1 Rheometer (Thermo Scientific) that utilizes HAAKE™ RheoWin3 software. The samples were poured between the bottom and the top plates and then a dynamic strain sweep to determine the linear viscoelastic range and the small amplitude oscillatory shear (SOAS) measurements were performed at a frequency ranging between 0.0895 Hz and 15.92 Hz.

### 4.10 RNA extraction and gene expression analysis using quantitative RT-PCR

Total RNA was extracted from left ventricular tissues (∼10 mg), using the RNeasy Fibrous Tissue Kit (QIAGEN, Germantown, Maryland). Reverse transcription was performed with Superscript IV (ThermoFisher Scientific, Waltham, MA, United States) kit according to manufacturer’s instructions. Quantitative PCR (qPCR) was performed according to the manufacturer’s protocol on the ViiA 7 real-time PCR system (Applied Biosystems, ThermoFisher Scientific, Waltham, MA, United States) using the PowerTrack™ SYBR Green Master Mix (ThermoFisher Scientific, Waltham, MA, United States). Primers used for each target are listed in Supplementary Table S2. 

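The primer sequences of the 12 mRNA targets were compared with all transcripts of GENCODE mouse release M21 without mismatches. For 9 targets the sense primer matched as printed and the antisense primer as its reverse complement. The Gpx4 sense primer matched 4 transcripts of Gpx4 and also Gpx4-ps2, and no exact match was found for the Gpx4 antisense primer or the Txn2 antisense primer. Several primers also matched other genes. For Gsta1 these were Gsta2 with the sense primer and Gm3776 and Gm8074 with the antisense primer. The Fth1 antisense primer also matched pseudogenes, and both Ftl1 primers also matched pseudogenes or predicted genes. The sense and antisense sequences printed for Nos2 are the same, and both matched Nos2 as printed.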

Amplification curves were established and expression of each target mRNA was calculated using the ΔΔ Ct (threshold cycle) method. Fold-change differences in target mRNAs were expressed relative to WT-CNTL as the baseline.

### 4.11 Transcriptomic profiling of myocardial tissue

mRNA sequencing of total bulk RNA myocardial tissue was performed by the University of Iowa Genomics Division, using commercial protocols provided by vendors. Briefly, 500 ng of total RNA (DNAse-1 treated) was used to prepare sequencing libraries using the Illumina TruSeq stranded mRNA library preparation kit (Cat. #RS-122–2101, Illumina, Inc., San Diego, CA). Final concentrations of the resulting indexed libraries were determined using the Fragment Analyzer (Agilent Technologies, Santa Clara, CA) and pooled equally for sequencing. Library pool concentration was determined using the Illumina Library Quantification Kit (KAPA Biosystems, Wilmington, MA) and sequenced on a SP flowcell of the Illumina NovaSeq 6,000 genome sequencer using 150 bp paired end SBS chemistry, at a read depth of ∼35M reads per sample. RNA sequencing data was aligned using STAR version 020,201 to the GRCm38.98 release. The average mapping rate across samples was ∼90% and read depth was ∼25M aligned reads per sample. BAM files were uploaded to Partek Flow and feature counts performed on ensemble gene annotations. Gene level differential expression was performed using DESeq2 after median ratio normalization. Data visualizations (Volcano, PCA, cluster plots) were created using Partek flow software.

### 4.12 Statistical analysis

All the data in Table 1 are presented as mean ± SEM. Statistical analysis on mouse model variables were performed with GraphPad Prism (GraphPad Prism, La Jolla, Ca.). One-way ANOVA was performed on continuous variables followed by Tukey’s post-tests for multiple comparisons between treatment groups within the same genotype. Statistical significance between groups was defined as *p* < 0.05. 

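In the WT HFHS mice, 35 of the genes tested had an absolute log2 fold change over 1 with carnosine at any p, and 14 of them an unadjusted p under 0.05. The paper's gene table lists 589 genes with an unadjusted p under 0.05, and its smallest false discovery rate is 0.101 (the paper's values).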

For RNA-seq data, the level of significance has been set at *p* < 0.05 and fold change >1 up or down. See Supplementary Table S3.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE250315.

# Supplementary material for: Iron scavenging and suppression of collagen cross-linking underlie antifibrotic effects of carnosine in the heart with obesity
**Source:** Front Pharmacol. 2024 Jan 3;14:1275388. doi: 10.3389/fphar.2023.1275388
**Supplement:** Supplementary file 1

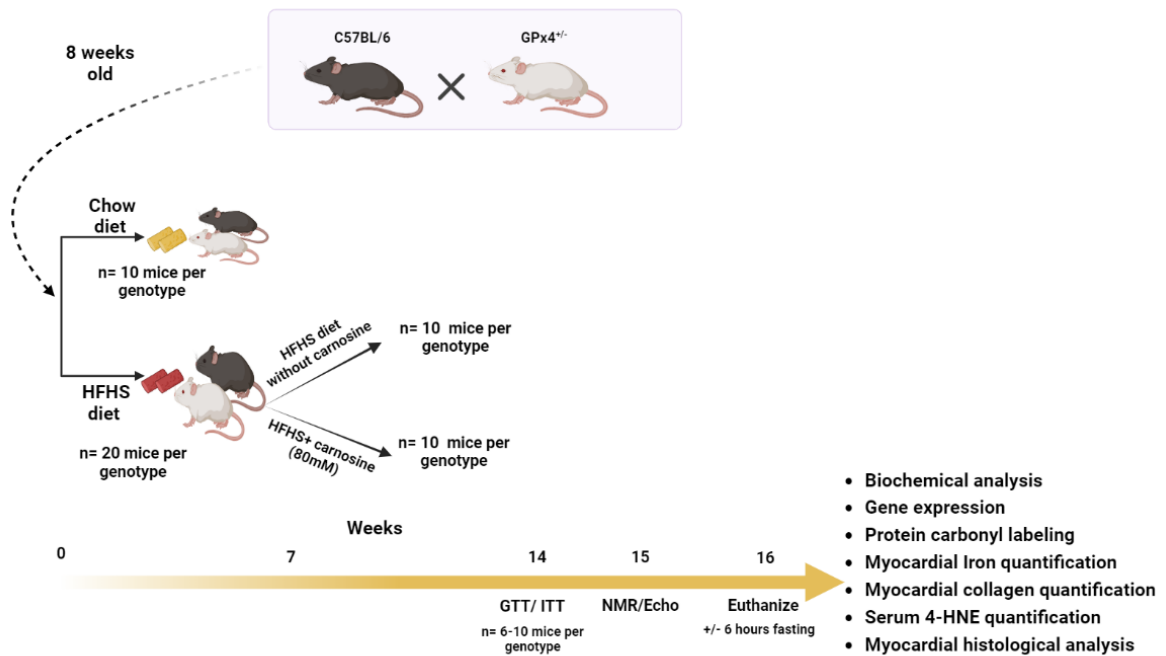

**Supplemental Figure 1. Overall study design and endpoints.** Adult GPx4<sup>+/-</sup> and WT mice were crossed to generate pups from both genotypes. At the age of 2 months, male GPx4<sup>+/-</sup> and WT littermates were randomly assigned to either normal chow diet or HFHS diet. Seven weeks after the diet initiation, half of the HFHS diet group was randomly selected to receive carnosine added to their drinking water at a final concentration of 80 mM. Glucose and insulin tolerance tests (GTT/ITT) were performed at week 14 (7 weeks after onset of carnosine treatment). Echocardiography and whole body NMR were performed one week before the end of the intervention to examine cardiac function and body composition, respectively. At the end of the intervention the mice were euthanized, and the hearts were collected, and flash frozen in liquid nitrogen for further biochemical analysis.

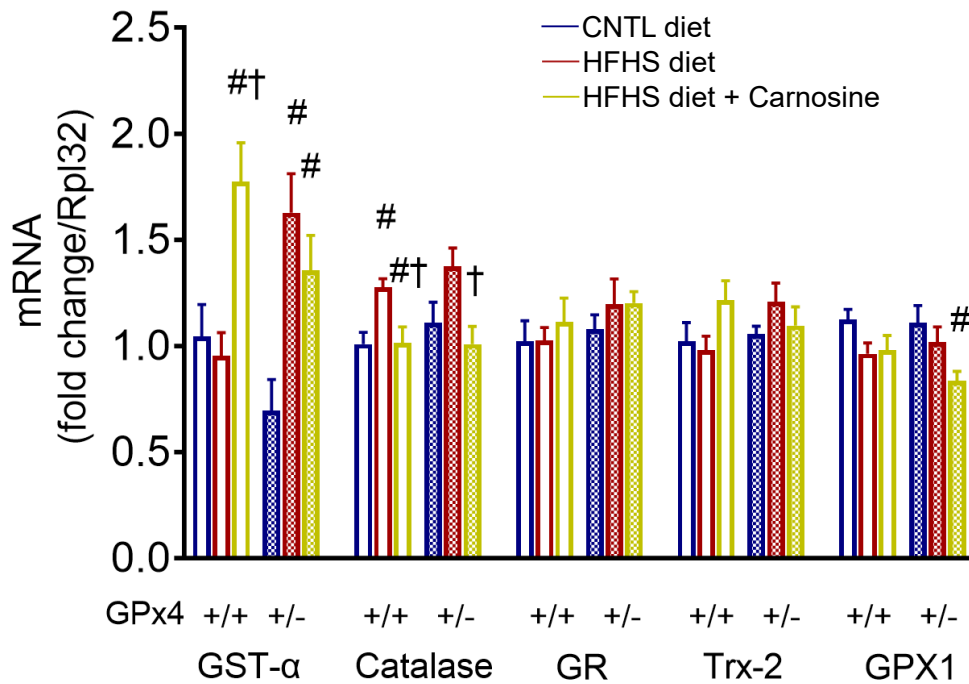

**Supplemental Figure 2. Myocardial antioxidant gene expression.** Shown are the relative mRNA for each target gene listed on X-axis in both WT (GPx4<sup>+/+</sup>) and GPx4<sup>+/-</sup> mice. Values are mean  $\pm$  SEM, using one-way ANOVA with post-hoc Tukey's tests for multiple comparisons within the same genotype: #P < 0.05 vs CNTL, †P < 0.05 vs. HFHS. n=4-6 mice per treatment group. +/+, wild type; +/-, GPx4 heterozygote, CNTL, control diet; HFHS, high fat high sucrose diet, GST-α, glutathione S-transferases; GR, glutathione reductase; Trx-2, thioredoxin 2; GPx1, glutathione peroxidase 1.

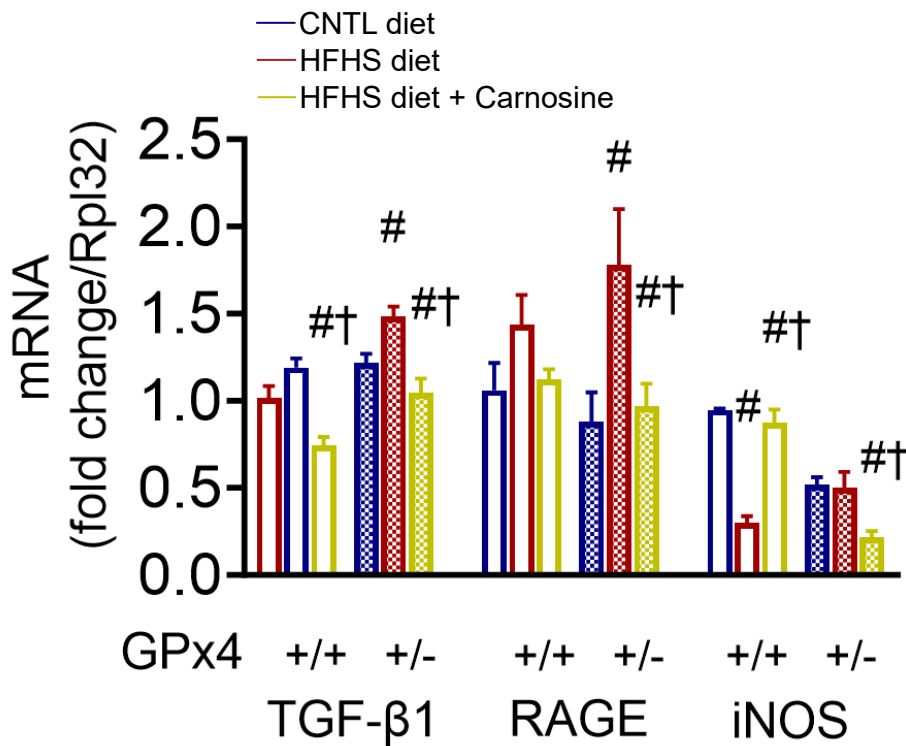

**Supplemental Figure 3. Inflammatory gene expression in myocardial tissues.** Shown are the relative mRNA for each target gene listed on X-axis in both WT (GPx4<sup>+/+</sup>) and GPx4<sup>+/-</sup> mice. Values are mean  $\pm$  SEM, using one-way ANOVA with post-hoc Tukey's tests for multiple comparisons within the same genotype: #P < 0.05 vs CNTL, †P < 0.05 vs. HFHS. n=4-6 mice per treatment group. +/+, wild type; +/-, GPx4 heterozygote; CNTL, control diet; HFHS, high fat high sucrose diet, TGF- $\beta$ , transforming growth factor beta-1; RAGE, receptor for advanced glycation end products; iNOS, inducible nitric oxide.

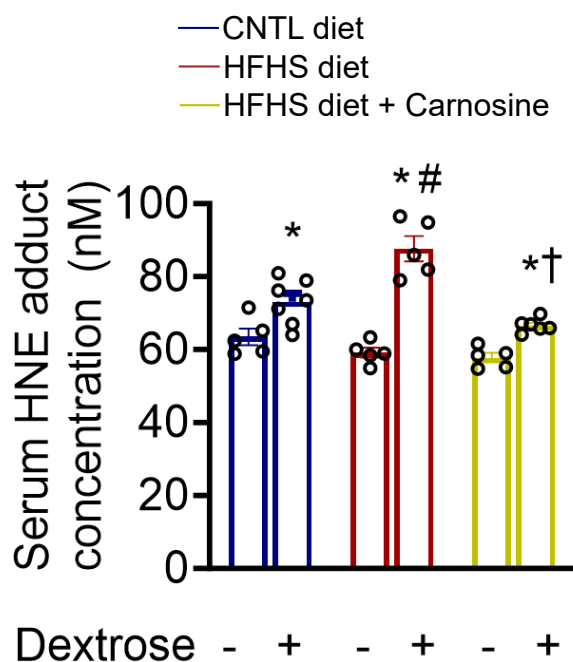

**Supplemental Figure 4. Effect of L-carnosine treatment on 4-HNE protein adducts in serum of WT mice.** Serum 4-HNE protein adduct concentration in WT mice within each intervention group. Values are mean  $\pm$  SEM with one-way ANOVA with post-hoc Tukey's tests for multiple comparisons within the same genotype: \* $P < 0.05$  vs no dextrose; # $P < 0.05$  vs CNTL + dextrose, † $P < 0.05$  vs. HFHS + dextrose.  $n = 4-6$  mice per treatment group. CNTL, control diet; HFHS, high fat high sucrose diet.

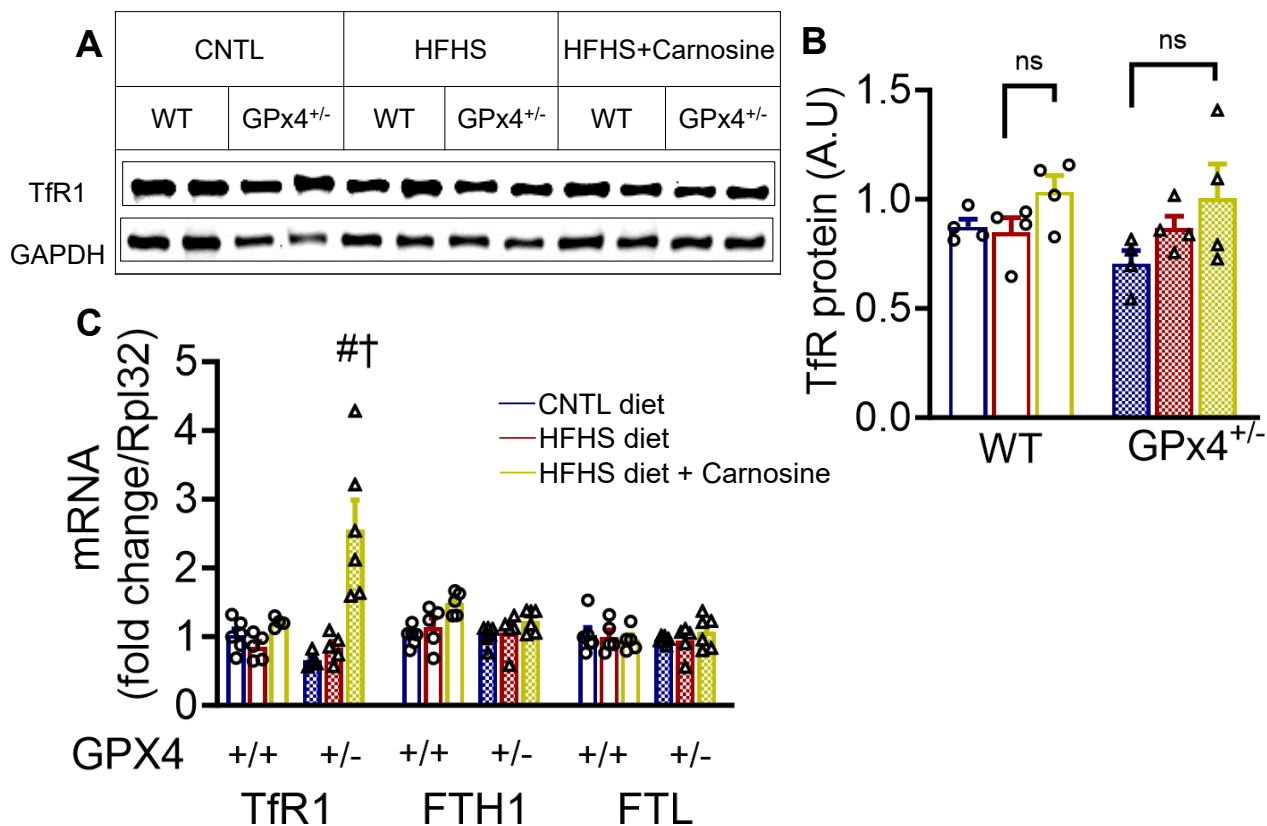

### Supplemental Figure 5. Iron metabolism protein expression in myocardial tissues.

Expression of iron metabolism genes in myocardial tissues from each group. Shown in (A) is a representative immunoblot of TfR1 protein, along with densitometry analysis in (B). Shown in (C) is relative mRNA for each of the iron handling genes listed on X-axis in both WT (GPx4<sup>+/+</sup>) and GPx4<sup>+/-</sup> mice. Values are mean  $\pm$  SEM, using one-way ANOVA with post-hoc Tukey's tests for multiple comparisons within the same genotype: #P < 0.05 vs CNTL, †P < 0.05 vs. HFHS. n=4-6 mice per treatment group. +/+, wild type (WT); +/-, GPx4 heterozygote; CNTL, control diet; HFHS, high fat high sucrose diet, ns, not significant

# Supplementary material for: Iron scavenging and suppression of collagen cross-linking underlie antifibrotic effects of carnosine in the heart with obesity
**Source:** Front Pharmacol. 2024 Jan 3;14:1275388. doi: 10.3389/fphar.2023.1275388
**Supplement:** Supplementary file 2

**Supplementary Table 1.** Mass spectrometry analysis of carnosine stability in drinking water

| Sample                                 | Base peak (m/z) | Peak area                             |
|----------------------------------------|-----------------|---------------------------------------|
| Freshly prepared                       | 227.11          | 245851019.1 $\pm$ 2.6*10 <sup>6</sup> |
| Stored at room temperature for 96 hrs. | 227.11          | 317850856.2 $\pm$ 1.3*10 <sup>6</sup> |

Values are mean  $\pm$  SEM., n= 3 per sample type. Sample were analyzed using mass spectrum-t-SIM method.

**Supplementary Table 2. Primer sequences used with qRT-PCR.**

| Target                | Sense (5' – 3')           | Antisense (3' – 5')           | Source/Ref.   |
|-----------------------|---------------------------|-------------------------------|---------------|
| <b>Wild-type GPx4</b> | CCCCTGCCCTTCTGGACTATTGG   | GGCCCTGGTTTCTATGTA            | Katunga, 2015 |
| <b>GPx4+/-</b>        | GTAGGATATGCCCTTGAC        | -                             | KATUNGA, 2015 |
| <b>GPX4</b>           | TGAGGCAAAACTGACGTAAACTACA | GCTCCTGCCTCCCAAACCTG          | GOSBELL, 2006 |
| <b>GST-α1</b>         | CCGTGCTTCACTACTTCAAT      | GCATCCATGGGAGGCTTTCT          | ZHU 2008      |
| <b>Catalase</b>       | GACATGGTCTGGGACTTCTG      | GTAGGGACAGTTCACAGGTA          | ZHU 2008      |
| <b>GR</b>             | TGCCTGCTCTGGGCCATT        | CTCCTCTGAAGAGGTAGGAT          | GOSBELL, 2006 |
| <b>Trx-2</b>          | CAGCCTCTGGCACATTTCCT      | GTTCCGGCTTCTGGTTTCCTTT        | ZHU 2008      |
| <b>GPX1</b>           | CTCACCCGCTCTTTACCTTCCT    | ACACCGGAGACCAAATGATGTAC<br>T  | GOSBELL, 2006 |
| <b>RAGE</b>           | GCATCAGGGTCACAGAAACC      | ATTGGGATGGAATGTGGGGG          | KATUNGA, 2015 |
| <b>TGFB1</b>          | ACCCTGCCCCTATATTTGGA      | TGGTTGTAGAGGGCAAGGAC          | LI, 2012      |
| <b>iNOS</b>           | CCCTTCCGAAGTTTCTGGCAGCAGC | CCCTTCCGAAGTTTCTGGCAGCA<br>GC | HEO, 2010     |
| <b>TfR1</b>           | TGGCTGAAACGGAGGAGACAGA    | TGGCTCAGCTGCTTGATGGTGT        | YU,2020       |
| <b>FTH1</b>           | AAGATGGGTGCCCCTGAAG       | CCAGGGTGTGCTTGTCAAAGA         | YU,2020       |
| <b>FTL</b>            | CGGGCCTCCTACACCTACCT      | CCCTCCAGAGCCACGTCAT           | YU,2020       |

How the deposited data were processed for this re-analysis (not part of the article)

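Myocardial mRNA of 25 mice in 5 groups of 5 was analysed (WT CNTL, GPx4+/- CNTL, WT HFHS, GPx4+/- HFHS and WT HFHS + Carnosine). Each column of the table was matched to a mouse by the library name in its header; the column positions stated with the samples disagree with these names and were not used. Groups and replicate numbers came from the sample labels, and dose and weeks from the paper's methods. The authors deposited the values as TPM per transcript and library; the tool that made them is not named in the paper's text, which describes STAR alignment and DESeq2 on gene counts for its own tests. The table also holds a transcript length, another value of the authors that was not used.

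From the TPM, gene sums were computed, scaled by median ratios over 11879 genes and moved to log2 with a pseudocount of 0.5. Because TPM are not counts, limma 3.58.1 in R 4.3.3 took the place of the paper's test. Genes with mean scaled TPM of at least 1 entered (11984). Gene sets were tested with limma's camera (inter-gene correlation 0.01) and with Fisher's exact test, Reactome sets came from fgsea 1.28.0, and transcripts were aligned with blastn 2.17.0. Single values were compared by exact permutation, two-sided unless stated. TPM keeps no depth, so no counting error is given.

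The test was tried on simulated data with 200 changed genes among 11984. With a log2 change of 1 it called 94% of them in the carnosine design, 95.5% in the WT diet design and 96% for genotype over both diets, and with no change it called 0. Noise was normal and independent between genes, with the shift added on the log2 scale, so these shares may be too high for real data. Of 50 simulated sets of 60 genes with a shift of 0.4, camera called 50, of 50 with a shift of 0.05, 48, and of 50 without, 0; genes were drawn without correlation, so these shares are higher than in sets whose genes move together.

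Samples, designs, alternatives and the rule for named genes were fixed before the data were examined. The rule names Gpx4, the genes of the paper's qRT-PCR, the 5 lower and 3 higher genes with the smallest p among the 2-fold genes of the paper's table that were tested (only 2 higher genes were), and per contrast the 5 genes with the smallest p among those called, or 3 where none was. Gm4924 and Gpx4-ps2 were named after their values were seen, as were Alb and the marker sets discussed for single mice. The alternatives were a pseudocount of 0.1, no filter or a minimum of 5, TPM as deposited, quantile normalization, transcripts tested singly, the replicate number as a block, array weights, other sets of mice in the fit and each mouse left out. Marker scores as covariates were chosen after seeing the data. Replicate numbers come from the sample labels and number different animals.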

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

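The tests of tissue content, of shared reads and of flanking DNA below were chosen after the results were seen. Within groups of 5 mice, 160 groups of values were searched for a mouse far from the rest (gap to the nearest mouse as a share of the group's range), and 14 were found, where about 1 in 20, or 8, would be by chance.

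The score of atrial cardiomyocyte genes was far above the group in WT CNTL replicate 3 (gap share 0.801), GPx4+/- HFHS replicate 4 (0.805) and WT HFHS + Carnosine replicate 2 (0.853). Atrial tissue in the dissected sample may explain this: of 8 atrial genes that are not part of the score, 7 were above every other mouse of the group in the first mouse and 7 in the second. In the last 6 were, just short of the share of 0.8 asked for, so atrial tissue remains possible there. GPx4+/- CNTL replicates 1 and 2 also scored high, at 5.77 and 2.74. In replicate 1, 7 of the 8 genes were above every other mouse of the group, so atrial tissue may explain its score too. In replicate 2 the count was 0, which replicate 1 of the same group can cause, so it decides nothing there. In WT CNTL replicate 3, Vwf (0.813) and Cytl1 (0.764) were high as well, and endocardium or vein and valve tissue in the dissected sample may explain it, since 3 of 3 other endocardium and vein genes and 8 of 8 other valve and cartilage-like genes were above the group. No biological explanation was tested.

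In GPx4+/- CNTL replicate 2, Alb had a scaled TPM of 736.4 against at most 5.25 in the other mice of the group. RNA from liver cells in the sample is a candidate explanation: of 6 tested hepatocyte genes, from a list without the liver genes seen first, 6 were above every other mouse of the group. The score of these same 6 genes was far above the group (0.772), which restates that count and adds no evidence. Alb was also raised in GPx4+/- HFHS replicates 1 and 3, at 40.8 and 23.0, while the highest WT mouse had 1.74. GPx4+/- HFHS replicate 2 had 0.251. The set of 6 genes was higher in GPx4+/- than in WT on CNTL and over both diets (adjusted p 0.0134 and 0.00387 from limma's camera). Between mice its score had an exact permutation p of 0.167 on CNTL and 0.373 on HFHS. Liver RNA may thus not be limited to 1 mouse. No biological explanation was tested.

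Between genotypes over both diets, 6 genes the paper does not discuss had an adjusted p under 0.05 from limma, with log2 fold changes of 2.15 for Gm9855, 0.53 for Hprt, -0.52 for Tdg, -0.545 for 1190007I07Rik, 1.13 for Gm4924 and -1.13 for Gpx4-ps2. Of the 7 genes called, Gpx4 included, 6 lie on chromosome 10, which holds 4.82% of the genes tested (one-sided Fisher's exact p = 0.000424 with Gpx4, Gpx4-ps2 and Gm9855 left out, since the changes of the latter may be those of Gpx4 and Tdg counted again). For Tdg and Gm9855, reads of one gene divided between near-identical sequences may explain the opposite changes: the sum of both changed by -0.004 on the log2 scale. The likeness of the reference sequences does not depend on genotype, so it alone cannot explain why the division did. For Gpx4-ps2, reads shared with Gpx4 are a candidate explanation, since the transcripts are 99.7% identical. Strain DNA flanking the targeted gene was tested by asking whether genes within 20 Mb of Gpx4 more often had p under 0.01 than genes on other chromosomes, and they did not pass (1.42% against 0.76%, one-sided Fisher's exact p = 0.176). The window is wide, however: within 5 Mb, 4 of 169 genes (2.37%) had p under 0.01, and from 5 to 20 Mb 0 of 112. Of the 169 genes, 3 had an adjusted p under 0.05 from limma, against 1 of 11406 on other chromosomes. Flanking strain DNA is therefore not excluded for Tdg, 1190007I07Rik and Gm4924, which lie 2.59, 2.57 and 2.34 Mb from Gpx4. For Hprt, on chromosome X, no explanation was tested.

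Vwf was far above the group in GPx4+/- CNTL replicate 1 (0.75), and endocardium or vein in the dissected sample is a candidate explanation, since 3 of 3 other endocardium and vein genes were above the group. Actg2 was far above it in GPx4+/- HFHS replicate 5 (0.772), where 7 of 9 other smooth muscle genes were above the group, just short of the share of 0.8 asked for, so smooth muscle in the dissected sample remains possible. The endocardium and vein test rests on only 3 genes. No biological explanation was tested.

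The remaining mice far from their group were WT HFHS + Carnosine replicate 4 for the collagen score (0.711), GPx4+/- HFHS replicate 4 for Gm9855 (0.759), WT CNTL replicate 5 for 1190007I07Rik (0.83), WT HFHS replicate 2 for Gpx4-ps2 (0.893), GPx4+/- CNTL replicate 5 for Tfrc (0.787) and GPx4+/- HFHS replicate 2 for Cat (0.728). No explanation was tested for these.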

How the results depend on the processing

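For carnosine, 0 genes had an adjusted p under 0.05 in the main setting (505 at an unadjusted p under 0.05) and 0 in each alternative, leaving out each of the 10 mice included. At an unadjusted p under 0.05 there were from 329 to 782 genes without a mouse, 311 with a minimum of 5, 1115 without a filter and 1007 transcripts. The number past the paper's threshold was 14 and fell to 2 with a minimum of 5 and rose to 145 for transcripts; across the 10 fits without a mouse it ran from 9 to 25. The cause was not tested.

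The diet in WT called 142 genes, and 43 without a filter, 38 with TPM as deposited, 47 for transcripts, 74 with only the compared groups, 405 with array weights, and from 36 to 202 without a mouse. With atrial and valve scores as covariates, chosen after seeing the data, it called 329. The diet in GPx4+/- called 400 genes, and 235 without a filter, 226 for transcripts, 124 with only the compared groups and from 191 to 484 without a mouse. Over both genotypes 998 were called, 56.2% of them higher, and with TPM as deposited 718, 20.1% of them higher; with TPM as deposited the median log2 fold change of all genes was -0.10 for the diet in GPx4+/- and -0.11 for the interaction. Genotype called 6 genes on CNTL and 3 transcripts singly, and 7 over both diets and 4 with a minimum of 5, each of the 4 among the 7. The interaction called 0 genes and, without a mouse, from 0 to 1. The causes were not tested.

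With the replicate number as a block, the diet in WT called 68 genes, the diet in GPx4+/- 306, the diet over both genotypes 876, genotype 6 on each diet and 7 over both, and carnosine and the interaction 0, with 15 genes past the paper's threshold under carnosine; the adjusted p from limma's camera with the replicate block was 0.348 for TGF-β signalling and 0.359 for AGE-RAGE signalling. Same-numbered mice are different animals, and their deviations from the group means had a mean correlation of -0.01 over 50 pairs, against 0.004 for other pairs.

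The median of AGE-RAGE under carnosine stayed negative without a mouse, from -0.051 to -0.01. The medians of the other sets changed sign, from -0.046 to 0.002 for TGF-β, from -0.125 to 0.163 for collagens and from -0.053 to 0.06 for cross-linking enzymes. TGF-β over-representation had a Fisher's exact p of 0.445 at p under 0.05, and AGE-RAGE a p of 0.0036 against random sets. The correlation with the paper's table ran from 0.825 to 0.916 (Pearson) and from 0.869 to 0.906 (Spearman) without a mouse, and in the other settings was highest at 0.941 with a minimum of 5 (Pearson) and at 0.917 with a pseudocount of 0.1 (Spearman). Log2 fold changes under carnosine near 0 changed sign without a mouse, from -0.086 to 0.006 for Gpx4, from -0.115 to 0.057 for Tgfb1 and from -0.128 to 0.07 for Zfp965, which was 0.016 with quantile normalization. Gsta1 (from -0.163 to 0.17), Txn2 (from -0.006 to 0.049) and Fth1 (from -0.051 to 0.008) changed sign as well. Gpx4 between genotypes passed in each. TPM gives no depth, so limits from depth could not be computed.

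Other splits of the same mice that part as many same-numbered pairs were refitted. For carnosine, 16 of 16 gave as many genes at adjusted p under 0.05 and 4 of 16 as many past the paper's threshold, and 12 of 16 as many at an unadjusted p under 0.05. For diet in WT, diet in GPx4+/- and genotype on each diet, 1 of 16, the real split, did, and 16 splits cannot give a share under 0.05. At an unadjusted p under 0.05, the real genotype split did not stand out, with 3 of 16 splits giving as many on CNTL, 10 of 16 on HFHS and 72 of 100 over both diets, while for diet 1 of 16 did in each genotype. Of 100 splits, the real one included, 1 gave as many for genotype over both diets (at most 5 genes in the others), 1 for diet over both genotypes (at most 191 in the others) and 100 for the interaction, where the real split gave 0.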

Differences from the paper's values

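Under carnosine 5 genes were higher past p under 0.05 and 2-fold, against the paper's 10, and 9 were lower, against the paper's 47. Of the alternatives set before the data were examined, array weights (8) and leaving out WT HFHS replicate 2 (7) came within 1.5 times of the paper's number of higher genes, and none did for the lower genes, where transcripts tested singly gave 79 and leaving out WT HFHS replicate 1 gave 22. The log2 fold change of Gm17084 was 0.33 against the paper's 1.20, and that of Zfp965 -0.018 against the paper's 1.03; none of the settings in which these genes were fitted closed either gap (both are under the minimum of 5, and single transcripts of them were not compared). The first principal component held 21.1% of the variance, against about 48% in Fig. 4A, read by eye, and neither the alternatives that change the values (31.2% with TPM as deposited) nor leaving out a mouse (at most 24.4%) closed this gap; the block and array weights were not applied to it. The second held 18.2%, against about 10% in Fig. 4A, read by eye, and came to 13.8% with transcripts tested singly, within 1.5 times of the paper's. Of the genes the paper lists past its threshold, 1 (Actg2) passed it here with the same direction. Leaving out WT HFHS replicate 1 gave 10 (Actg2, Ahsg, Angptl7, Cnn1, Cytl1, Itga8, Itih4, Smoc1, Tagln and Vwf), and TPM as deposited gave 4 (Actg2, Ahsg, Angptl7 and Cytl1), as did leaving out WT HFHS + Carnosine replicate 2. Genes beyond Actg2 also passed with array weights (Angptl7), with the replicate number as a block (Ahsg and Angptl7), with all 25 mice in the fit (Cnn1), without WT HFHS replicate 3 (Angptl7 and Tagln) and without WT HFHS + Carnosine replicate 3 (Cnn1 and Tagln). Of the paper's genes 0 passed, Actg2 included, without WT HFHS replicates 2 or 4 and without WT HFHS + Carnosine replicates 1 or 5. The same held with smooth muscle and valve scores as covariates (chosen after seeing the values). With a minimum of 5 also 0 passed, but Actg2 was under that minimum and could not pass there.

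The paper describes major changes between WT and GPx4+/- hearts, which it does not show, and its RNA-seq threshold reads as an unadjusted p. Here 7 genes over both diets had an adjusted p under 0.05 from limma. At an unadjusted p under 0.05 there were 467, a number that 72 of 100 splits of the same mice reached. The paper's KEGG analysis lists AGE-RAGE and TGF-β as changing with carnosine. The gene lists tested here for these pathways may differ from the KEGG sets. Both lists had an adjusted p of 0.309 from limma's camera. TGF-β passed one-sided over-representation at p under 0.1 (Fisher's exact p = 0.0444), and AGE-RAGE passed against random sets (p = 0.0036).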

Other observations

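The tests of the carnosine clock genes and of scores outside the paper's table were chosen after the results were seen. The genes the paper's table lists as lower with carnosine had a median log2 fold change of -0.88 here over 14 genes, and different amounts of valve, smooth muscle or vessel tissue in the samples were tested as a cause. With smooth muscle and valve scores as covariates the median kept 0.102 of its size. This cannot decide the question, because 10 of the 14 genes are themselves members of the marker sets. The 4 genes that are no members went from a median of -0.777 to -0.152, a share of 0.196. This does not decide it either, because all but 1 member of each score are genes of the paper's table. With scores from genes outside the paper's table, 1 per tissue, 0.503 of the size of the median over the 14 genes was kept, and 9.9% of pairs of random scores did as much. The lower genes can therefore not be told apart from a difference in tissue content. WT HFHS replicate 4 had the highest smooth muscle (1.64) and valve (2.42) scores, and without it the median of the 14 genes was -0.49.

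Marker sets themselves shifted with carnosine. Smooth muscle (median log2 fold change -0.77), valve (-0.95) and endocardium and vein (-0.41) sets were lower and a set of 4 Y-linked genes was higher (0.16), with adjusted p of 4.23e-05, 0.000268, 0.000215 and 0.0139 from limma's camera over 21 sets. Camera was run with an inter-gene correlation of 0.01, and the members of these sets had mean correlations of 0.565, 0.724, 0.719 and 0.244, so these p-values are too small. Compared between mice, the scores had exact permutation p of 0.103, 0.262, 0.0476 and 0.00794, and after adjustment over the sets the smallest exact permutation p was 0.167. The tissue sets share genes with the list of lower genes. Smooth muscle and endocardium and vein sets were also higher on HFHS in WT (0.85 and 0.54, camera adjusted p 0.00026 and 0.0464, exact permutation p 0.0635 and 0.0556). Smooth muscle was lower in GPx4+/- than in WT on HFHS (-0.52, camera adjusted p 0.000385, exact permutation p 0.286). These comparisons share the WT HFHS mice, so these shifts cannot be assigned to carnosine alone. The valve set had only 0.07 for diet in WT (camera adjusted p 0.676). The comparison of scores between mice was chosen after the results were seen.

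Time of day at tissue collection was tested with 2 sets of circadian genes. Between GPx4+/- CNTL and WT CNTL they shifted in opposite directions (larger limma camera p 0.0268), which is consistent with different collection times, although neither set passed after adjustment over the sets (adjusted p 0.119 and 0.0518 from limma's camera), the difference of the 2 scores had an exact permutation p of 0.119, and the genes called there are members of neither set. In diet in GPx4+/-, looked at after the results were seen, they also shifted in opposite directions (adjusted p 0.106 and 0.00343 from limma's camera; exact permutation p = 0.0238 for the difference of the 2 scores, 0.119 after adjustment over 5 comparisons). In diet in WT the medians were 0.13 and -0.11, the same directions as in GPx4+/-. The larger limma camera p was 0.349 and the smaller 0.0276. The difference of the 2 scores had an exact permutation p of 0.0556 (0.139 after adjustment over 5 comparisons), which leaves this open. With carnosine the medians were 0.04 and -0.14 (larger p 0.829; exact permutation p = 0.437 for the difference of the 2 scores), which leaves it open too.

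Gpx4 mRNA in WT HFHS mice changed by -0.03 on the log2 scale with carnosine (standard error 0.070, adjusted p = 0.978 from limma). The paper reports higher GPx4 mRNA, by qRT-PCR, and higher GPx4 protein with HFHS diet and carnosine. With diet, Gpx4 mRNA changed here by 0.08 in WT and 0.21 in GPx4+/- (adjusted p = 0.680 and 0.194 from limma). Tfrc had a scaled TPM of 4.08 ± 1.25 (SD, n = 5) in GPx4+/- CNTL and 14.9 ± 3.70 (SD, n = 5) in GPx4+/- HFHS (log2 fold change 1.75, adjusted p = 0.00243 from limma, higher in 25 of 25 pairs of mice); in WT the diet gave 0.89 (adjusted p = 0.114 from limma) and carnosine 0.69 (adjusted p = 0.947 from limma). Cat rose with diet by 0.26 in WT (adjusted p = 0.0823 from limma, higher in 25 of 25 pairs of mice) and by 0.28 in GPx4+/- (adjusted p = 0.0395 from limma, higher in 24 of 25 pairs). Over the alternatives this adjusted p ran from 0.0227 to 0.174 in WT and from 0.0203 to 0.176 in GPx4+/-. It was under 0.05 in 0 of the 10 fits without a mouse in WT and in 3 of the 10 in GPx4+/-. The test of a diet effect that differs between genotypes called neither Tfrc nor Cat. Tnf, Il6 and Il1b had mean scaled TPM under 1 and were not tested.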
